# Expression Profiling after Prolonged Experimental Febrile Seizures in Mice Suggests Structural Remodeling in the Hippocampus

**DOI:** 10.1371/journal.pone.0145247

**Published:** 2015-12-18

**Authors:** Bart C. Jongbloets, Koen L. I. van Gassen, Anne A. Kan, Anneke H. O. Olde Engberink, Marina de Wit, Inge G. Wolterink-Donselaar, Marian J. A. Groot Koerkamp, Onno van Nieuwenhuizen, Frank C. P. Holstege, Pierre N. E. de Graan

## Abstract

Febrile seizures are the most prevalent type of seizures among children up to 5 years of age (2–4% of Western-European children). Complex febrile seizures are associated with an increased risk to develop temporal lobe epilepsy. To investigate short- and long-term effects of experimental febrile seizures (eFS), we induced eFS in highly febrile convulsion-susceptible C57BL/6J mice at post-natal day 10 by exposure to hyperthermia (HT) and compared them to normotherm-exposed (NT) mice. We detected structural re-organization in the hippocampus 14 days after eFS. To identify molecular candidates, which entrain this structural re-organization, we investigated temporal changes in mRNA expression profiles eFS 1 hour to 56 days after eFS. We identified 931 regulated genes and profiled several candidates using in situ hybridization and histology at 3 and 14 days after eFS. This is the first study to report genome-wide transcriptome analysis after eFS in mice. We identify temporal regulation of multiple processes, such as stress-, immune- and inflammatory responses, glia activation, glutamate-glutamine cycle and myelination. Identification of the short- and long-term changes after eFS is important to elucidate the mechanisms contributing to epileptogenesis.

## Introduction

Febrile seizures are the most prevalent type of seizures among children up to 5 years of age (2–4% of Western-European children) [1]. Although simple febrile seizures are generally benign, complex and especially prolonged febrile seizures, lasting longer than 10 minutes with recurring episodes, are thought to contribute to the development of epilepsy (epileptogenesis). Retrospective studies amongst temporal lobe epilepsy (TLE) patients show a higher incidence of complex or prolonged febrile seizures during childhood compared to other types of epilepsy, and hence have been suggested to be a precipitating or aggravating factor in the development of TLE [2–5]. In addition, a series of prospective studies indicate that children with prolonged febrile seizures are at risk of hippocampal injury and development of hippocampal sclerosis, a common pathology among TLE patients [6,7]. Prolonged febrile seizures together with risk factors such as a family history of epilepsy, age of onset and underlying neurological abnormality, increase the risk of epilepsy later in life [8,9]. Genetic predisposition to febrile seizure susceptibility in human and mice shows that the molecular make-up of the brain contributes to the occurrence and impact of febrile seizures [10–12]. Animal models are highly suitable to study the relation between febrile seizures and epilepsy, and provide opportunity to monitor the underlying process of epileptogenesis.

Several animal models for febrile seizures have been developed, in which a temperature controlled chamber is used to trigger hyperthermia and subsequently the development of febrile seizures in rats and mice [13–15]. The development and onset of febrile seizures can be determined by behavioral and by electroencephalographic (EEG) criteria [13,14]. Studies on the effects of experimentally induced prolonged febrile seizures (eFS) in rat and mouse indicate structural and functional changes in temporal lobe brain areas such as the hippocampus and amygdala [15–20]. Hallmarks of such changes in the hippocampus after eFS are mild mossy fiber sprouting and ectopic migration of neonatally generated granule cells in the dentate gyrus, as well as CA1 neuronal hyper-excitability and a shift in activity-dependent synaptic plasticity [15,17,18,21]. Control experiments elegantly showed that these hippocampal changes are eFS-induced and not merely a consequence of the induced hyperthermia [13,15,21,22]. The molecular processes mediating these eFS-induced structural and functional changes are still largely unresolved. In resemblance with humans, eFS elicited in rodents are followed by a latent period until the first signs of spontaneous epileptiform activity as observed among 35–68% of the exposed animals [15,22,23]. The molecular changes that occur during the latent phase which eventually lead to spontaneous epileptiform activity are still largely unknown.

To investigate short- and long-term changes after eFS, we induced eFS in highly febrile convulsion susceptible C57BL/6J mice (post-natal age 10, P10) by warm-air induced hyperthermia (HT)[14]. We compared hippocampal mRNA expression profiles of eFS and normothermic control mice at various times (up to 56 days) after eFS induction. Subsequently we validated several regulated genes by qPCR and immunocytochemistry.

## Materials and Methods

### Ethics statement

All experiments conformed to institutional guidelines of the University Medical Center Utrecht, approved by the Animal Ethics Committee of Utrecht University, and were conducted in agreement with Dutch laws (Wet op de Dierproeven, 1996) and European regulations (Guideline 86/609/EEC).

### Animals

Mice were bred from pairs of C57BL/6J mice (Jackson Laboratories, ME, USA) and raised by their mothers. Birth of new litter was daily checked and the date of birth was defined as postnatal day zero (P0). Between P0-P2, large litters (>6 pups) were reduced to a maximum of six pups with a balanced male/female ratio where possible. Pups were weaned on P21 and housed maximum four per cage. Animals were kept in a controlled 12h light-dark cycle with a temperature of 22 ± 1°C and were given unrestricted access to food (211 RMH-TM diet; Hope Farms, Woerden, NL) and water. Animals were housed in transparent Plexiglas cages with wood-chip bedding and tissue for nest building. Animal reaching the human end-point, defined by < 20% weight loss over 2 days, do not receive care from mother, or loss of grooming before the end of the experiment were deceased from the study. All animals at the end of the experiment or reaching the human endpoint were sacrificed by cervical decapitation.

### Warm-air induced prolonged febrile seizures

To induce eFS by hyperthermia (HT), mice were exposed to a temperature-regulated laminar stream of warm air (41–48°C) to quickly raise the core body temperature as previously described [14]. Briefly, body weight was determined in P10 C57BL/6J mice. At least 30 minutes before the HT procedure, mice were injected subcutaneously with temperature sensitive transponders (IPTT-300, PLexx, Elst, NL). Two temperature chambers were used, one for age-, weight-, and litter-matched normothermic control mice (NT; core body temperature maintained at 35°C) and one for HT (defined as core body temperature > 39°C) mice. Chamber temperature was maintained at 32°C for NT mice and at 47°C for HT mice. Mice were placed one by one on the floor of the preheated chambers. Core body temperature was measured every 20 seconds by wireless transporter readout (WRS-6006/6007, Plexx). HT was typically reached within 2.5 minutes. After core temperature of the HT mice had reached 42°C, air temperature was adjusted to maintain a core body temperature between 41.5°C and 42°C. Time and temperature data was logged automatically on a computer (DASHost v1.0, Plexx). HT was maintained for 30 minutes. Then mice were partly submerged in water of room temperature to quickly normalize core body temperature and returned to their mother. NT littermates were simultaneous treated as HT mice, except that their core body temperature was kept at 35°C. The observer scored the stages of behavior and seizures during the experiment, as previously described [14]. Only mice showing continued febrile seizures during at least 17.5 minutes (97.3% of all HT-exposed mice) were used in the experiment.

### Tissue collection and sectioning

To explore the temporal relationship of structural changes after eFS, mice were sacrificed by decapitation and brains were removed at three days and fourteen days after eFS. The brains were fresh frozen and stored at -80°C for radioactive *in situ* hybridization or incubated overnight (ON) in 4% paraformaldehyde (PFA) in phosphate-buffered saline (PBS) at 4°C for immunohistochemistry.

### Cryo-sectioning for radioactive *in situ* hybridization

Frozen brains were sectioned on a cryostat (Leica CM3050, Rijswijk, NL). Coronal sections (16 μm) containing the hippocampus were collected on Superfrost slides (Merzel, Germany) by 3 sequential sections per slide until a whole cross section was made of the hippocampus. Sections for protein and mRNA quantification were sampled between Bregma -1.46 mm and -2.54 mm. Slides were stored at -80°C until used for *in situ* hybridization.

### Paraffin-sectioning for immunohistochemistry

After overnight incubation with 4% PFA in PBS, brains were transferred to 70% Ethanol and subsequently embedded in paraffin. Paraffin-embedded brains were sectioned on a microtome (Leica). Coronal sections (7 μm) containing the hippocampus were collected on Superfrost slides (Merzel) by 3 sequential sections per slide until a whole cross section was made of the hippocampus. Slides were stored at room temperature until used for immunohistochemistry.

### Immunohistochemistry

To determine eFS-induced changes in protein expression, immunohistochemistry (IHC) was performed on coronal sections (7 μm) from animals fourteen days after eFS (NT *n* = 10, HT *n* = 10) using antibodies raised against CNP (mouse, 1:24,000, Sigma Aldrich, USA) and NF (medium polypeptide, mouse, 1:600, DSHB, USA). Using serial dilutions, the optimal working concentration of each antibody was determined. After dehydration, all sections were subjected to antigen retrieval using microwave treatment (7 minutes 650W, 5 minutes 350W) in 0.01 M Na^+^Citrate pH 6.0. Peroxidase activity was blocked by treatment with 0.3% H_2_O_2_ in PBS-0.2% triton-X (PBS-t) for 30 minutes, followed by blocking of non-specific antigen binding with 4% horse normal serum in PBS-t at 37°C for 30 minutes. Sections were incubated with primary antibodies in PBS-t overnight at 4°C. Next, sections were incubated with secondary antibody biotinylated horse anti-mouse (1:400, Brunschwig Chemia, Amsterdam, NL) for 1 hour at room temperature, followed by antigen visualization using avidin-biotin method (Vectastain ABC Elite Kit, Vector Laboratories, USA) with 3,3’-diaminobenzidinetetrachloride (DAB) as the chromogen (Sigma Aldrich). No immunostaining was observed when the protocol was completed without primary antibodies (data not shown). All sections stained for NF or CNP were imaged in one session using a light microscope (Axiophot, Zeiss, Germany), with exposure and light intensity kept constant. Photographs were analyzed using the image-processing program ImageJ (version 1.43, US National Institute of Health, MD, USA). Regions of interest were analyzed bilaterally in the stratum lucidum by an observer blind for treatment group. Expression levels were calculated by gray-scale value inversion and normalization [24]. Mean intensity values of both hemispheres at 3 sections per animal were calculated and used for statistical analysis. Background intensities were measured in the stratum lacunosum. Average intensities per animal were grouped per condition and plotted in Tukey-style boxplots. Pair-wise comparison of average DAB intensity values was tested using the Wilcoxon signed-rank test.

### Hippocampal dissection and RNA isolation

One hour, three, fourteen, and fifty-six days after HT animals were sacrificed by decapitation. Brains were quickly removed and hippocampal tissue was dissected, collected and stored at -80°C. Total RNA was isolated, purified and checked for quality as described [25].

### Microarray analysis

To identify critical and functional mediator genes during epileptogenesis, acute, short-, and long-term effects of prolonged febrile seizures on gene expression were investigated in whole hippocampal samples. Samples were taken from C57BL/6J animals one hour (HT *n* = 8, NT *n* = 8), three days (HT *n* = 6, NT *n* = 6), fourteen days (HT *n* = 6, NT *n* = 6), and fifty-six days (HT *n* = 6, NT *n* = 6) after HT. Two-channel oligonucleotide microarray analysis was performed as described [26,27]. Briefly, cDNA from 2 μg total RNA was synthesized using a T7 oligo(dT)24VN primer (Ambion, Cambridgeshire, UK). The T7 Megascript kit (Ambion) was used for cRNA synthesis and its quality analyzed. Cy3 or Cy5 fluorophores (GE Healthcare Europe, Diegem, BE) were coupled to 2μg NT and HT cRNA. The degree of label incorporation was monitored and hybridizations were set up with 1,500 ng, 2–3% Cy5/Cy3 labeled cRNA per channel. Hybridization was performed with a NT and HT sample on the same chip, including a dye-swap (technical replicate). Just before hybridizing, HT and NT sample were mixed and fragmented (AM8740, Austin, TX, USA). The mouse Array-Ready oligo set (version 3, Operon Biotechnologies, Cologne, DE) was printed on UltraGAPS slides (Corning, Schiphol-Rijk, NL). Probe sequences from this array were re-annotated by BLAST-searching against genomebuild version 71_37 at Ensembl. Slides were washed by hand and scanned on an Agilent G2565BA scanner at 100% laser power, 30% PMT. After image analysis using Imagene 5.6.1 (BioDiscovery), Loess normalization was performed [26] per printtip on mean spot-intensities. Gene-specific dye bias was corrected by a within-set estimate [27]. Data were further analyzed by MAANOVA [28], modeling sample, array and dye effects in a fixed effect analysis. *P*-values were determined by a permutation F2-test, in which residuals were shuffled 10,000 times globally. Gene probes with *P* < 0.05 after false discovery rate determination (FDR according to Benjamini-Hochberg, BH) were considered significantly changed. In cases of multiple probes per gene, values from the lowest *P*-value and most regulated probe were used. For all time points a fold change (Fc) cutoff of log2(Fc) = < - 0.125, or > 0.125 was set, all probes with Ensembl annotation for genesymbol and description, excluding annotations for pseudo- and predicted- genes, were used to produce the significant gene list.

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [29] and are accessible through GEO Series accession number GSE66762.

### Quantitative RT-PCR

cDNA was synthesized from the RNA samples used for the microarray using oligo-dT primers. The qPCR reaction was performed using the LightCycler (Roche, Almere, NL) and the Fast Start DNA Master PLUS SYBRgreen 1 kit (Roche). Primer (Sigma Genosys, Cambridge, UK) sequences are listed in S1 File. Gene expression was calculated as normalized ratio and normalized to the housekeeping gene peptidylprolyl isomerase A (*Ppia*) [30]. All samples (NT *n* = 8, HT *n* = 8) were analyzed in duplicate and reported as mean ± standard error of the mean. To compare qPCR with microarray data, data were analyzed using one-tailed Student’s t-tests, with *P* < 0.05 considered significant.

### Hierarchical clustering analysis

A gene list with all significant differentially expressed genes at one hour, three days and fourteen days after HT was generated based on the microarray analysis. MeV open-source software [31] was used for the generation of heatmap and hierarchical clustering of genes and samples according to Pearson’s correlation of average linkage.

### Gene ontology (GO) analysis

For GO analysis, the significant gene list (*P* < 0.05, Fold change cutoff of log2(Fc) = < -0.125, or > 0.125) and a reference list comprising all unique genes (27,334, excluding pseudo- and predicted- genes) present on the microarray chip were imported into the software tool DAVID [32,33]. In DAVID a total of 11,838 unique genes, among the 27,334 probes, were mapped to the GO Panther database (www.pantherdb.org, version 9.0, release 20 January 2014). These were used to generate a reference gene list. Up- and down- regulated gene lists were mapped against the Panther database. Panther GO classes are greatly abbreviated and simplified to facilitate high-throughput analyses. Significant lists were statistically compared to the reference list to identify significant over-representation of genes (*P < 0*.*05*) within the GO classes for biological process. Classes with significant over-representation are shown and marked when, after correcting for multiple testing with BH-correction, *P* < 0.05.

### Radioactive (^33^P) *in situ* hybridization

To quantify the expression levels of *Nrxn1*, *Dpysl3*, *Ptprd*, and *Slit2* in the hippocampus, ^33^P *in situ* hybridization was performed on coronal sections (16 μm) from animals three days after eFS (NT *n* = 9, HT *n* = 9). ^33^P RNA probes were designed against the mRNA for *Nrxn1*, *Dpysl3*, *Ptprd*, and *Slit2* (*Nrxn1*; NM_020252.3 at 7176–7568 bp, *Dpysl3*; NM_009468.4 position at 1306–1914 bp, *Ptprd*; NM_011211.3 position at 4865–5415 bp, *Slit2*; NM_178804.3 position at 2152–2789 bp), and aligned to the region, which included the sequence of the significantly regulated microarray probe. Primer sequences are listed in S1 File. The synthesis of ^33^P RNA-probes and *in situ* hybridization were performed as described in previous work [34]. Briefly, sections were hybridized to the 1 x 10^6^ cpm of anti-sense ^33^P RNA probe in 150 μL hybridization mixture with 50% deionized formamide, 2x standard saline citrate (SSC), 10% dextrane sulphate, 1x Denhardt’s solution, 5 mM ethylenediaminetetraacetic acid (EDTA), and 10 mM phosphate buffer. After overnight hybridization of the probes at 72°C, slides were washed, dried and exposed film (Kodak Bio-Mac, MR). The developed films were digitized using an Epson flatbed scanner (Perfection 4990, Epson America, CA, USA). For each gene, one slide was hybridized to the sense control ^33^P RNA probe. No signal was observed in presence of the control sense ^33^P RNA probe (data not shown). Calibration dilutions of ^14^C micro-scales (Amersham Bioscience, Sweden) and anti-sense probes were used to determine the linear range for image quantification. An observer blind for treatment condition quantified photographs of the film in ImageJ. Regions of interest were placed in the subfields of the hippocampus bilaterally in 3 sections per animal. Expression levels were calculated by gray-scale value inversion, corrected for background gray-scale value and normalized. Mean intensity values of both hemispheres at 3 sections per animal were calculated and used for statistical analysis. Background value was determined within the corpus callosum. Bar graphs depict the average expression levels per condition and subfield, normalized to control (NT) group average with ± standard error of the mean. To compare expression levels of genes in HT versus NT animal couples Student’s t-tests (littermate-paired, two-tailed) were performed.

### Statistical analysis

All statistical analyses were performed using R with Stats package (version 3.1.2, http://cran.r-project.org). Thresholds of significance were set at α = 0.05.

## Results

### Regulation of neurofilament in the hippocampus after eFS

To explore the hypothesis that hyperthermia-induced eFS result in structural reorganization of the hippocampus, we compared neurofilament (NF, medium polypeptide) staining in hyperthermia-exposed mice (HT, *n* = 10) to normothermia-exposed control littermates (NT, *n* = 10) (Fig 1). NF is predominantly expressed in the neuropil of the hippocampus, such as the mossy fibers projecting from the DG to the CA3 region. HT exposed mice, compared to NT littermates, showed a significant increase in NF-staining in the stratum lucidum of the CA3 subfield (Wilcoxon signed-rank test *P* = 0.0049). NF-staining changes were specifically observed in the stratum lucidum and not in other subfields of the hippocampus. In line with published results in rats [15] our data show that eFS in mice trigger structural changes in the hippocampus.

**Fig 1:**
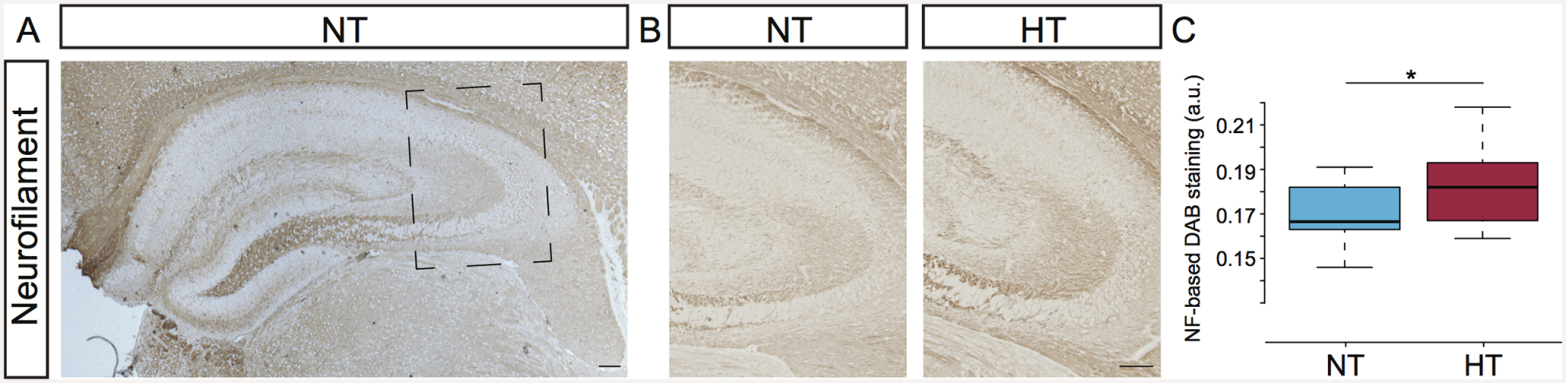
Hyperthermia induces upregulation of neurofilament protein-expression. (A) Neurofilament (NF) immunostaining in the hippocampus of a normothermic (NT) control animal, 14 days post-hyperthermia exposure. Square marks subfield enlargement; panel B. (B) Immunostaining for NF in the stratum lucidum of NT control animal (left panel) and in hyperthermia-exposed (HT) littermate (right panel). (C) Comparison of NF-based DAB staining in the stratum lucidum between NT and HT littermates. All HT (*n* = 10) animals showed increased DAB-staining in the stratum lucidum. Pair-wise comparison of DAB-staining intensities showed increased NF expression in HT animals compared to NT littermates (*n* = 10), Wilcoxon signed-rank test, * indicates a significance of *P* = 0.0049. Tukey-style box plots. Scalebars: 100 μm.

### Regulation of hippocampal gene expression after eFS

To investigate which molecular pathways underlie the structural reorganization after eFS, we compared hippocampal mRNA content from HT and NT mice by microarray hybridization. Hippocampal tissue was sampled one hour, and three, fourteen, and fifty-six days after induction of eFS.

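Hippocampal RNA of each HT mouse was hybridised together with that of its NT littermate, so that each array compared the members of 1 littermate couple. The mice had been exposed at postnatal day 10, and the 4 time points used different animals. At 1 hour, 8 couples were measured on 13 arrays, 5 of them on 2 arrays with the dyes swapped and 3 on 1 array. At 3, 14 and 56 days, 6 couples each were measured on 12 arrays, all with a dye swap. Each array held 34992 spots, of which 3223 were controls and 31769 were gene probes. A gene symbol was known for 26000 of the gene probes, which stood for 17864 genes. The median spot intensity of an array ranged from 198.7 to 776.2 in Cy5 and from 158.1 to 623.7 in Cy3, over a median local background of 50 to 75 in Cy5 and 40 to 83 in Cy3. Between 95.4% and 99.3% of the spots of a channel exceeded their local background by more than 2 SD, and at most 10 spots of a channel were saturated. The authors deposited the mean spot intensities of the scanner, without background subtraction, and the intensities after their loess normalization per print tip. Here, the mean intensities were normalized by loess per print tip on the log2 scale, and the dye bias of each probe over the 23 dye-swapped couples was subtracted. The arrays of a couple were then averaged to 1 log2(HT/NT) per probe, so that the couple is the replicate. The mean over the couples of a time point was tested with limma, with Benjamini-Hochberg adjustment over all gene probes. A probe was taken as differentially expressed at the paper's thresholds, an adjusted p under 0.05 and a log2 fold change beyond 0.125 in either direction, which is 1.09-fold. For a gene with several probes, the probe with the lowest p at that time point is given. Values of such a gene at 2 time points may thus come from different probes. Fold changes are expression in HT divided by expression in NT, and each SD is between couples. In simulated data, errors were drawn independently for each probe, and 200 probes were changed by 0.25, 0.5 or 1 on the log2 scale. Changes of 0.25 were recovered for 91% of the probes so changed with the spread of 1 hour, 94% with that of 3 days, 58.2% with that of 14 days and 95.5% with that of 56 days. Smaller changes were not simulated, so that these shares say nothing about their recovery. The changed probes were drawn at random, so that the shares hold for probes of typical spread, with a median SD of 0.065 at 3 days. Most genes that the paper lists for 3 days varied more, such as Nfix (SD 0.464) and Mal (0.157), and few less, such as Tia1 (0.04). For the more variable genes the shares are too high. After the dye correction, the values of the 2 arrays of a couple correlated across probes between -0.469 and 0.476.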

### Changes in mRNA expression within the hippocampus after eFS

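At 1 hour after eFS, many genes had moved in the same direction in every littermate couple. Dusp1, a phosphatase of MAP kinases, was 2.3-fold higher in HT animals (log2 fold change 1.20 ± 0.46, SD, n = 8 couples, adjusted p = 4.9e-05 from limma). Gem, a small GTP-binding protein, was 1.85-fold higher (log2 fold change 0.89 ± 0.15, adjusted p = 2.52e-07). Gmpr, a reductase of guanine nucleotide metabolism, was lower at 0.772-fold (log2 fold change -0.37 ± 0.07, adjusted p = 2.52e-06). In all, 614 probes were higher and 241 were lower in HT animals, 855 of the 31769 gene probes. The median size of these changes was 0.18 on the log2 scale, and 4339 probes had an unadjusted p under 0.05. In a fit of HT and NT animals as independent groups, without the pairing of littermates or the shared array, 24 probes passed. An F2 test with each couple as a fixed effect gave 264. Its error comes from the dye-swapped arrays of a couple and leaves out the spread between couples. Without the dye correction the number was 411, and with median centring in place of loess it was 564.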

One hour after eFS (NT *n* = 8, HT *n* = 8) 1004 differentially expressed probes were identified. Of these 1004 probes, 579 upregulated and 298 downregulated unique Ensembl annotated genes were identified (S2 File, excluding pseudo- and predicted-genes). 

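The 855 probes stood for 717 genes with a symbol, 512 of them higher and 207 lower in HT animals, with 2 genes counted both ways because their probes moved apart, and for 98 probes without a symbol. Of these genes, 566 had the same sign in all 8 couples. Most changes were modest, since 35 genes changed by more than 1.5-fold and 12 by more than 2-fold. Tia1, an RNA-binding protein of stress granules, was among the genes whose probes moved apart. Its probe with the lowest p was at 0.723-fold (log2 fold change -0.47 ± 0.15, SD, n = 8, adjusted p = 2.93e-05 from limma), whereas its brightest probe gave -0.017 on the log2 scale and did not pass. Rnf26, a ubiquitin ligase, was at 0.861-fold (adjusted p = 0.000645) and Acat1, a mitochondrial acetyltransferase, at 0.883-fold (adjusted p = 0.00479), each lower in all 8 couples.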

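Cyr61, a secreted matrix protein, showed the largest rise at 1 hour after eFS. It was 7.91-fold higher in HT animals (log2 fold change 2.98 ± 0.71, SD, n = 8 couples, adjusted p = 1.06e-06 from limma) and higher in each of the 8 couples. Its log2 fold change lay between 2.96 and 3.11 over the 16 alternative settings and passed in all of them. The largest fall among the genes with the same sign in every couple was that of Luc7l3, a splicing factor, at 0.632-fold (log2 fold change -0.66 ± 0.15, adjusted p = 1.76e-06).

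**Figure D1:**
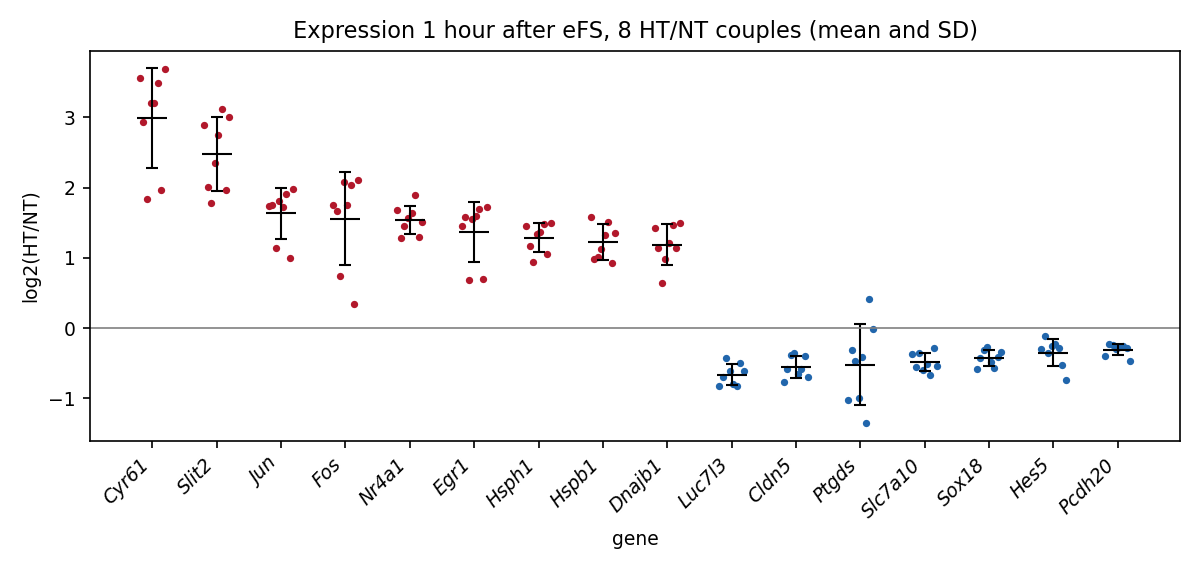
Log2(HT/NT) of 16 genes in each of the 8 littermate couples 1 hour after eFS, where points stand for couples and bars for the mean and SD. Genes named by the paper or among the largest changes are shown, with higher expression in red and lower in blue, and Ptgds alone has couples on both sides of 0.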

The highest upregulated gene (8.04-fold), *Cyr61*, is an extracellular angiogenic factor. Brain *Cyr61* expression is induced by numerous stimuli. Although limited information is available on *Cyr61* function, it appears to be involved in vasculature or dendritic ramification of hippocampal neurons [35]. 

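Immediate early genes and heat shock proteins rose together at 1 hour after eFS. Of 43 measured immediate early genes, 26 were higher and none was lower in HT animals (26 higher when adjusted over the list alone), with a median log2 fold change of 0.25. Jun and Fos, subunits of the transcription factor AP-1, were 3.1-fold (log2 fold change 1.63 ± 0.36, SD, n = 8 couples, adjusted p = 7.38e-07 from limma) and 2.94-fold higher (1.56 ± 0.66, adjusted p = 0.000111). The nuclear receptor Nr4a1 was 2.91-fold higher (1.54 ± 0.20, adjusted p = 1.08e-08) and the zinc finger factor Egr1 2.59-fold higher (1.37 ± 0.43, adjusted p = 1e-05). Of 40 measured heat shock proteins and chaperones, 21 were higher and none was lower (22 higher when adjusted over the list alone), with a median of 0.13. Hsph1, which is also called HSP110, was 2.44-fold higher (1.29 ± 0.21, adjusted p = 9.56e-08). The small heat shock protein Hspb1 was 2.34-fold higher (1.23 ± 0.25, adjusted p = 5.53e-07) and the co-chaperone Dnajb1 2.28-fold higher (1.19 ± 0.29, adjusted p = 1.56e-06). Both lists were higher in all 8 couples, with adjusted p = 7.01e-37 for immediate early genes and 2.78e-33 for heat shock proteins from camera. With an estimated correlation, adjusted p = 0.0391 and adjusted p = 0.00612, respectively.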

As expected, several highly upregulated genes are immediate early genes (IEGs, for example *Cyr61*, *Jun*, *Fos*, *Egr1*, and *Nr4a1*) and heat-shock proteins (*HSP110*, *Hspb1*, *Hsph1*, and *Dnajb1*) (Table 1). Amongst the highly downregulated genes trophic factor *Ptgds*, adhesion molecules *Pcdh20* and *Cldn5*, and transcription factors *Hes5* and *Sox18* were identified.

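Genes of blood vessels, astrocytes and cell adhesion were among those that fell at 1 hour. Cldn5, a tight junction protein of the endothelium, was at 0.681-fold (log2 fold change -0.55 ± 0.16, SD, n = 8 couples, adjusted p = 8.15e-06 from limma), and Sox18, an endothelial transcription factor, at 0.745-fold (-0.43 ± 0.12, adjusted p = 1.13e-05). Slc7a10, an amino acid transporter of astrocytes, was at 0.715-fold (-0.48 ± 0.13, adjusted p = 9.56e-06), and Hes5, a target of Notch, at 0.785-fold (-0.35 ± 0.20, adjusted p = 0.00191). The protocadherin Pcdh20 was at 0.809-fold (-0.31 ± 0.08, adjusted p = 3.24e-05). All 5 were lower in each of the 8 couples. Ptgds, a prostaglandin synthase expressed in the meninges, was at 0.698-fold but varied between couples (-0.52 ± 0.58, lower in 7 of 8 couples) and did not pass (adjusted p = 0.0834). It passed with both forms of the F2 test, with arrays as replicates or the couple as a fixed effect, with the couple as a random block, with couple weights, over the 5 dye-swapped couples alone and without couple 14. Of 31 endothelial genes, 7 were lower and none was higher (7 lower when adjusted over the list alone), with a median of -0.04 (adjusted p = 0.000133 from camera, but adjusted p = 0.507 with an estimated correlation). Across the 8 couples, the mean of the endothelial genes followed that of 19 genes of meninges and fibroblasts (Pearson r = 0.927, exact permutation p = 4.96e-05, Spearman rho = 0.976, exact permutation p = 0.000397), with adjusted p = 0.000645 over 13 relations, and r = 0.856 without the 2 couples farthest out.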

**Table 1:** Top 30 differentially expressed genes (up- and down- regulated) 1 hour after eFS.

1 hour post-eFS				
**Upregulated genes**				
**Ensembl**	**genesymbol**	**Description**	**Fc**	***P*-value BH-corrected**
ENSMUSG00000028195	*Cyr61*	cysteine rich protein 61	8.04	0.0000
ENSMUSG00000031558	*Slit2*	slit homolog 2 (Drosophila)	5.68	0.0000
ENSMUSG00000052684	*Jun*	Jun oncogene	3.13	0.0000
ENSMUSG00000021250	*Fos*	FBJ osteosarcoma oncogene	3.04	0.0000
ENSMUSG00000023034	*Nr4a1*	nuclear receptor subfamily 4, group A, member 1	2.99	0.0000
ENSMUSG00000038418	*Egr1*	early growth response 1	2.62	0.0000
ENSMUSG00000029657	*Hsph1*	heat shock 105kDa/110kDa protein 1	2.46	0.0000
ENSMUSG00000004951	*Hspb1*	heat shock protein 1	2.40	0.0000
ENSMUSG00000024190	*Dusp1*	dual specificity phosphatase 1	2.34	0.0000
ENSMUSG00000005483	*Dnajb1*	DnaJ (Hsp40) homolog, subfamily B, member 1	2.25	0.0000
ENSMUSG00000026628	*Atf3*	activating transcription factor 3	2.11	0.0000
ENSMUSG00000019997	*Ctgf*	connective tissue growth factor	2.08	0.0000
ENSMUSG00000022602	*Arc*	activity regulated cytoskeletal-associated protein	1.97	0.0000
ENSMUSG00000006057	*Atp5g1*	ATP synthase, H+ transporting, mitochondrial F0 complex, subunit c1 (subunit 9)	1.90	0.0000
ENSMUSG00000053877	*Srcap*	Snf2-related CREBBP activator protein	1.90	0.0000
ENSMUSG00000028214	*Gem*	GTP binding protein (gene overexpressed in skeletal muscle)	1.89	0.0000
ENSMUSG00000028907	*Utp11l*	UTP11-like, U3 small nucleolar ribonucleoprotein, (yeast)	1.86	0.0000
ENSMUSG00000020205	*Phlda1*	pleckstrin homology-like domain, family A, member 1	1.75	0.0000
ENSMUSG00000020818	*Mfsd11*	major facilitator superfamily domain containing 11	1.75	0.0000
ENSMUSG00000021810	*Ecd*	ecdysoneless homolog (Drosophila)	1.68	0.0000
ENSMUSG00000037266	*D4Wsu53e*	DNA segment, Chr 4, Wayne State University 53, expressed	1.65	0.0000
ENSMUSG00000020423	*Btg2*	B cell translocation gene 2, anti-proliferative	1.64	0.0000
ENSMUSG00000030847	*Bag3*	BCL2-associated athanogene 3	1.63	0.0000
ENSMUSG00000078698	*Mrgpra3*	MAS-related GPR, member A3	1.63	0.0000
ENSMUSG00000021453	*Gadd45g*	growth arrest and DNA-damage-inducible 45 gamma	1.62	0.0000
ENSMUSG00000031765	*Mt1*	metallothionein 1	1.61	0.0000
ENSMUSG00000021367	*Edn1*	endothelin 1	1.59	0.0000
ENSMUSG00000073676	*Hspe1*	heat shock protein 1 (chaperonin 10)	1.56	0.0000
ENSMUSG00000032531	*Amotl2*	angiomotin-like 2	1.55	0.0000
ENSMUSG00000048222	*Mfap1b*	microfibrillar-associated protein 1B	1.54	0.0000
**Downregulated genes**				
**Ensembl**	**genesymbol**	**Description**	**Fc**	**P-value BH-corrected**
ENSMUSG00000020863	*Luc7l3*	LUC7-like 3 (S. cerevisiae)	0.62	0.0000
ENSMUSG00000015090	*Ptgds*	prostaglandin D2 synthase (brain)	0.64	0.0000
ENSMUSG00000041378	*Cldn5*	claudin 5	0.68	0.0000
ENSMUSG00000071337	*Tia1*	cytotoxic granule-associated RNA binding protein 1	0.71	0.0000
ENSMUSG00000030495	*Slc7a10*	solute carrier family 7 (cationic amino acid transporter, y+ system), member 10	0.71	0.0000
ENSMUSG00000029570	*Lfng*	LFNG O-fucosylpeptide 3-beta-N-acetylglucosaminyltransferase	0.74	0.0000
ENSMUSG00000046470	*Sox18*	SRY-box containing gene 18	0.74	0.0000
ENSMUSG00000028645	*Slc2a1*	solute carrier family 2 (facilitated glucose transporter), member 1	0.74	0.0000
ENSMUSG00000000253	*Gmpr*	guanosine monophosphate reductase	0.77	0.0000
ENSMUSG00000030218	*Mgp*	matrix Gla protein	0.78	0.0047
ENSMUSG00000026822	*Lcn2*	lipocalin 2	0.78	0.0009
ENSMUSG00000030711	*Sult1a1*	sulfotransferase family 1A, phenol-preferring, member 1	0.79	0.0000
ENSMUSG00000040055	*Gjb6*	gap junction protein, beta 6	0.80	0.0000
ENSMUSG00000048001	*Hes5*	hairy and enhancer of split 5 (Drosophila)	0.81	0.0000
ENSMUSG00000046546	*Fam43a*	family with sequence similarity 43, member A	0.81	0.0000
ENSMUSG00000032422	*Snx14*	sorting nexin 14	0.81	0.0000
ENSMUSG00000029231	*Pdgfra*	platelet derived growth factor receptor, alpha polypeptide	0.81	0.0000
ENSMUSG00000050505	*Pcdh20*	protocadherin 20	0.81	0.0000
ENSMUSG00000022508	*Bcl6*	B cell leukemia/lymphoma 6	0.82	0.0000
ENSMUSG00000030707	*Coro1a*	coronin, actin binding protein 1A	0.82	0.0000
ENSMUSG00000041073	*Nacad*	NAC alpha domain containing	0.82	0.0000
ENSMUSG00000016921	*Srsf6*	serine/arginine-rich splicing factor 6	0.82	0.0000
ENSMUSG00000038175	*Mylip*	myosin regulatory light chain interacting protein	0.82	0.0000
ENSMUSG00000017760	*Ctsa*	cathepsin A	0.82	0.0000
ENSMUSG00000001240	*Ramp2*	receptor (calcitonin) activity modifying protein 2	0.82	0.0000
ENSMUSG00000043131	*Mob1a*	MOB kinase activator 1A	0.82	0.0000
ENSMUSG00000070167	*SNORA57*	Small nucleolar RNA SNORA57	0.83	0.0000
ENSMUSG00000075602	*Ly6a*	lymphocyte antigen 6 complex, locus A	0.83	0.0000
ENSMUSG00000028655	*Mfsd2a*	major facilitator superfamily domain containing 2A	0.83	0.0000
ENSMUSG00000050295	*Foxc1*	forkhead box C1	0.84	0.0000

Fc: Fold change represents expression values of HT animals divided by expression values of NT animals. *P*-value BH-corrected: Benjamini and Hochberg (BH) error corrected *p*-values.

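At the later time points, the fold changes of all named genes stayed within 1.5-fold. Nfix, a transcription factor of the nuclear factor I family, was at 1.33-fold 3 days after eFS (log2 fold change 0.41 ± 0.46, SD, n = 6 couples, adjusted p = 0.364 from limma) and higher in 5 of 6 couples. Ncor1, a transcriptional corepressor, was at 1.26-fold at 14 days (0.34 ± 0.35, n = 6, adjusted p = 0.915 from limma), also higher in 5 of 6 couples. With limma and couples as replicates, 0 probes passed at 3, 14 and 56 days, with 3328, 966 and 2291 probes at an unadjusted p under 0.05 and smallest adjusted p of 0.346, 0.915 and 0.684. An F2 permutation test with 100 shuffles of residuals and arrays as replicates gave 75, 19 and 1 probes, and the same test with each couple as a fixed effect gave 165, 921 and 24. In the latter form the error is the difference between the 2 arrays of a couple, a technical repeat. The spread between couples is left out of it, so that neither form takes couples as the replicates. Without the 2 couples of 14 days that stand apart, an alternative chosen after seeing the data, limma again gave 0 probes at 14 days, with 5019 at an unadjusted p under 0.05.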

Analysis of the later time points identified 74, 15, and 1 significantly regulated probe(s) three, fourteen, and fifty-six days after eFS, respectively (Table 2, for all time points: NT *n* = 6, HT *n* = 6). Hierarchical cluster analysis performed on the total geneset of all differentially expressed genes from one hour, three and fourteen days after eFS (930 Ensembl annotated unique genes, excluding pseudo- and predicted- genes). Fifty-six days after eFS was excluded from the cluster analysis because only one significantly regulated gene was found. Differential expression levels (log2(Fc)) between each HT and NT littermate couple was used for clustering. Based on Pearson correlation of average linkage the HT samples and genes were clustered (Fig 2). 

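The clustering was run on the genes of the paper's lists, for which 858 probes were measured in the 20 couples of 1 hour, 3 days and 14 days. The genes were chosen by the paper on these couples, so that their grouping is not independent evidence. The 8 couples of 1 hour formed a single branch, which closed at a height (1 less the correlation) of 0.291. The 6 couples of 3 days did so only at a height of 0.912. With Spearman correlation 5 of these 6 stayed together, and with all probes above background 4. At 14 days, couples 3, 4 and 6 joined, whereas couples 1 and 5 formed a branch of their own and couple 2 stood apart. Cut into 3 groups, the tree placed couples 2, 3, 4 and 6 of 14 days with the couples of 1 hour. Correlations across genes within time points averaged 0.444, against -0.009 between time points. This difference of 0.453 gave a permutation p of 1e-05, the smallest that 1e+05 permutations can give. Most of it came from 1 hour, where the average within the time point was 0.821, against 0.165 at 3 days and 0.02 at 14 days. Each of the 20 couples had its nearest neighbour in its own time point, and 18 did with all 31116 probes above background, where the difference was 0.156.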

Gene expression profiles of all samples showed strong clustering per time-point except for two samples (14 days post-eFS), which showed larger clustering distance to all other samples.

**Table 2:** Differentially expressed genes (up- and down- regulated) three, fourteen, and fifty-six days post-eFS.

**3 days post-eFS**				
**Upregulated genes**				
**Ensembl**	**genesymbol**	**Description**	**Fc**	**P-value BH-corrected**
ENSMUSG00000001911	*Nfix*	nuclear factor I/X	1.32	0.0414
ENSMUSG00000003410	*Elavl3*	ELAV (embryonic lethal, abnormal vision, Drosophila)-like 3 (Hu antigen C)	1.20	0.0319
ENSMUSG00000066551	*Hmgb1*	high mobility group box 1	1.16	0.0050
ENSMUSG00000071337	*Tia1*	cytotoxic granule-associated RNA binding protein 1	1.16	0.0195
ENSMUSG00000024501	*Dpysl3*	dihydropyrimidinase-like 3	1.16	0.0181
ENSMUSG00000024268	*Celf4*	CUGBP, Elav-like family member 4	1.14	0.0414
ENSMUSG00000001020	*S100a4*	S100 calcium binding protein A4	1.14	0.0317
ENSMUSG00000028399	*Ptprd*	protein tyrosine phosphatase, receptor type, D	1.14	0.0115
ENSMUSG00000024109	*Nrxn1*	neurexin I	1.13	0.0319
ENSMUSG00000038900	*Rpl12*	ribosomal protein L12	1.12	0.0022
ENSMUSG00000053128	*Rnf26*	ring finger protein 26	1.12	0.0252
ENSMUSG00000027962	*Vcam1*	vascular cell adhesion molecule 1	1.12	0.0319
ENSMUSG00000024799	*Tm7sf2*	transmembrane 7 superfamily member 2	1.11	0.0181
ENSMUSG00000003198	*Zfp959*	zinc finger protein 959	1.11	0.0312
ENSMUSG00000059325	*Hopx*	HOP homeobox	1.11	0.0181
ENSMUSG00000032047	*Acat1*	acetyl-Coenzyme A acetyltransferase 1	1.11	0.0119
ENSMUSG00000022194	*Pabpn1*	poly(A) binding protein, nuclear 1	1.11	0.0424
ENSMUSG00000060675	*Pla2g16*	phospholipase A2, group XVI	1.11	0.0331
ENSMUSG00000031451	*Gas6*	growth arrest specific 6	1.11	0.0414
ENSMUSG00000049932	*H2afx*	H2A histone family, member X	1.11	0.0119
ENSMUSG00000024411	*Aqp4*	aquaporin 4	1.11	0.0119
ENSMUSG00000030605	*Mfge8*	milk fat globule-EGF factor 8 protein	1.10	0.0195
**Downregulated genes**				
**Ensembl**	**genesymbol**	**Description**	**Fc**	**P-value BH-corrected**
ENSMUSG00000052305	*Hbb-b1*	hemoglobin, beta adult major chain	0.75	0.0002
ENSMUSG00000069919	*Hba-a1*	hemoglobin alpha, adult chain 1	0.80	0.0103
ENSMUSG00000069917	*Hba-a2*	hemoglobin alpha, adult chain 2	0.83	0.0195
ENSMUSG00000027375	*Mal*	myelin and lymphocyte protein, T cell differentiation protein	0.85	0.0012
ENSMUSG00000032517	*Mobp*	myelin-associated oligodendrocytic basic protein	0.86	0.0016
ENSMUSG00000006205	*Htra1*	HtrA serine peptidase 1	0.88	0.0103
ENSMUSG00000040055	*Gjb6*	gap junction protein, beta 6	0.88	0.0195
ENSMUSG00000006782	*Cnp*	2',3'-cyclic nucleotide 3' phosphodiesterase	0.89	0.0103
ENSMUSG00000049892	*Rasd1*	RAS, dexamethasone-induced 1	0.90	0.0119
ENSMUSG00000062591	*Tubb4a*	tubulin, beta 4A class IVA	0.90	0.0461
ENSMUSG00000070282	*3000002C10Rik*	RIKEN cDNA 3000002C10 gene	0.90	0.0195
ENSMUSG00000054459	*Vsnl1*	visinin-like 1	0.90	0.0423
ENSMUSG00000022594	*Lynx1*	Ly6/neurotoxin 1	0.90	0.0195
ENSMUSG00000036634	*Mag*	myelin-associated glycoprotein	0.90	0.0319
ENSMUSG00000079018	*Ly6c1*	lymphocyte antigen 6 complex, locus C1	0.91	0.0312
ENSMUSG00000090071	*Cdk5r2*	cyclin-dependent kinase 5, regulatory subunit 2 (p39)	0.91	0.0181
ENSMUSG00000017009	*Sdc4*	syndecan 4	0.91	0.0369
ENSMUSG00000028843	*Sh3bgrl3*	SH3 domain binding glutamic acid-rich protein-like 3	0.92	0.0119
**14 days post-eFS**				
**Upregulated genes**				
**Ensembl**	**genesymbol**	**Description**	**Fc**	**P-value BH-corrected**
ENSMUSG00000018501	*Ncor1*	nuclear receptor co-repressor 1	1.27	0.0494
ENSMUSG00000006782	*Cnp*	2',3'-cyclic nucleotide 3' phosphodiesterase	1.26	0.0295
ENSMUSG00000037625	*Cldn11*	claudin 11	1.25	0.0078
ENSMUSG00000028385	*Snx30*	sorting nexin family member 30	1.21	0.0112
ENSMUSG00000063077	*Kif1b*	kinesin family member 1B	1.18	0.0475
ENSMUSG00000025038	*Efhc2*	EF-hand domain (C-terminal) containing 2	1.17	0.0335
ENSMUSG00000029684	*Wasl*	Wiskott-Aldrich syndrome-like (human)	1.15	0.0112
ENSMUSG00000054459	*Vsnl1*	visinin-like 1	1.15	0.0494
ENSMUSG00000036526	*Card11*	caspase recruitment domain family, member 11	1.15	0.0123
ENSMUSG00000036985	*Zdhhc9*	zinc finger, DHHC domain containing 9	1.15	0.0475
ENSMUSG00000076439	*Mog*	myelin oligodendrocyte glycoprotein	1.13	0.0494
**Downregulated genes**				
**Ensembl**	**genesymbol**	**Description**	**Fc**	**P-value BH-corrected**
ENSMUSG00000023087	*Ccrn4l*	CCR4 carbon catabolite repression 4-like (S. cerevisiae)	0.86	0.0295
ENSMUSG00000030218	*Mgp*	matrix Gla protein	0.86	0.0037
**56 days post-eFS**				
**Downregulated genes**				
**Ensembl**	**genesymbol**	**Description**	**Fc**	**P-value BH-corrected**
ENSMUSG00000024617	*Camk2a*	calcium/calmodulin-dependent protein kinase II alpha	0.89	0.0120

Fc: Fold change represents expression values of HT animals divided by expression values of NT animals. *P*-value BH-corrected: Benjamini and Hochberg (BH) error corrected *p*-values.

**Fig 2:**
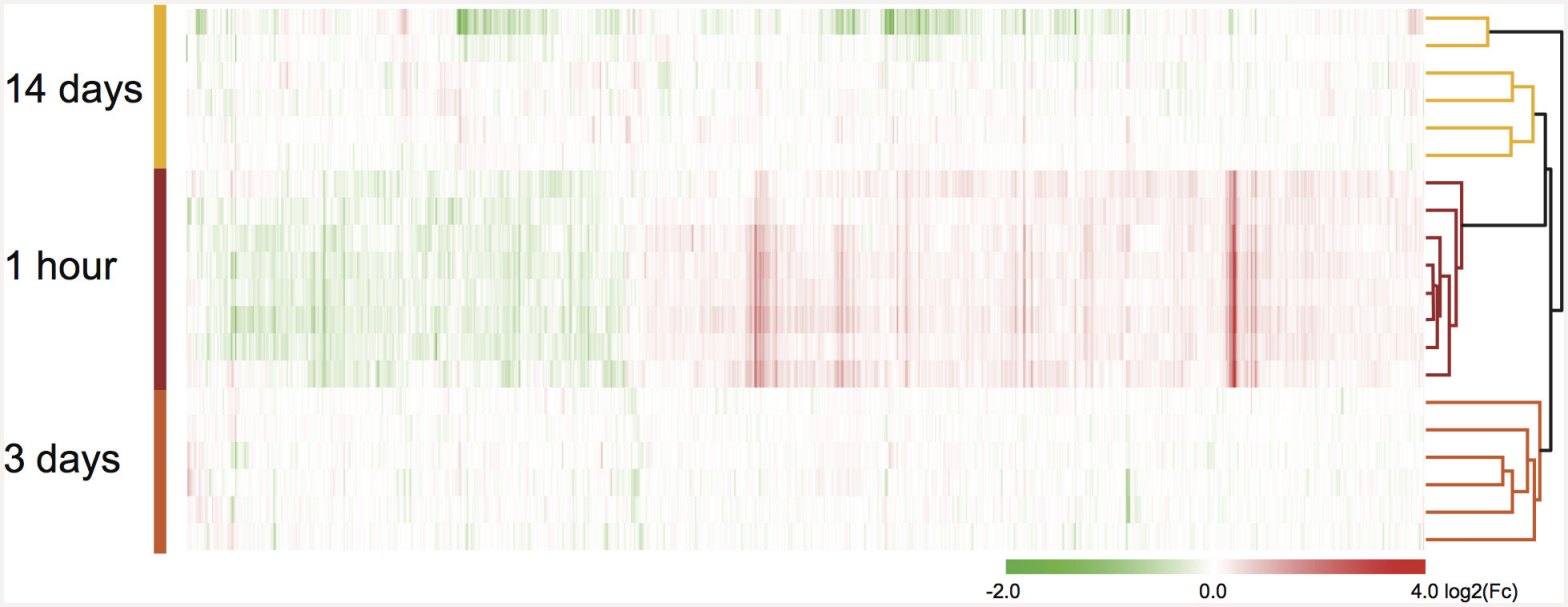
Hierarchical clustering analysis of mRNA expression after eFS. Hierarchical clustering analysis of differentially expressed genes (930) in all experimental littermate couples (1 hour, 3 and 14 days post-eFS). Rows depict differential expression levels per HT/NT littermate couple, per time-point after eFS. Clustering was performed based on gene and sample clustering using Pearson correlation on average linkage. Tree cluster, right from heat-map, shows hierarchical distance between samples from the different time points. Differential gene expression (log2(Fc) between HT/NT littermate couples is shown in the heatmap as upregulated (red), downregulated (green), or no change (white) according to colored-scale bar.

To independently validate the one hour after eFS microarray results, we used qPCR to quantify mRNA levels of several regulated genes in the HT/NT couples. *Jun*, *Cyr61*, *Atf3*, *Egr1*, and *Arc* were selected for validation (Fig 3). 

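On the arrays, Atf3 and Arc were higher in HT animals 1 hour after eFS, as were Jun, Cyr61 and Egr1. Atf3, a transcription factor of the stress response, was at 2.07-fold (log2 fold change 1.05 ± 0.40, SD, n = 8 couples, adjusted p = 5.56e-05 from limma). Arc, a regulator of AMPA receptor trafficking, was at 1.94-fold (0.95 ± 0.34, adjusted p = 3.41e-05). All 5 genes were higher in each of the 8 couples on which the arrays were made.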

In line with the microarray data, all five genes were found to be upregulated in HT animals compared to NT littermates.

**Fig 3:**
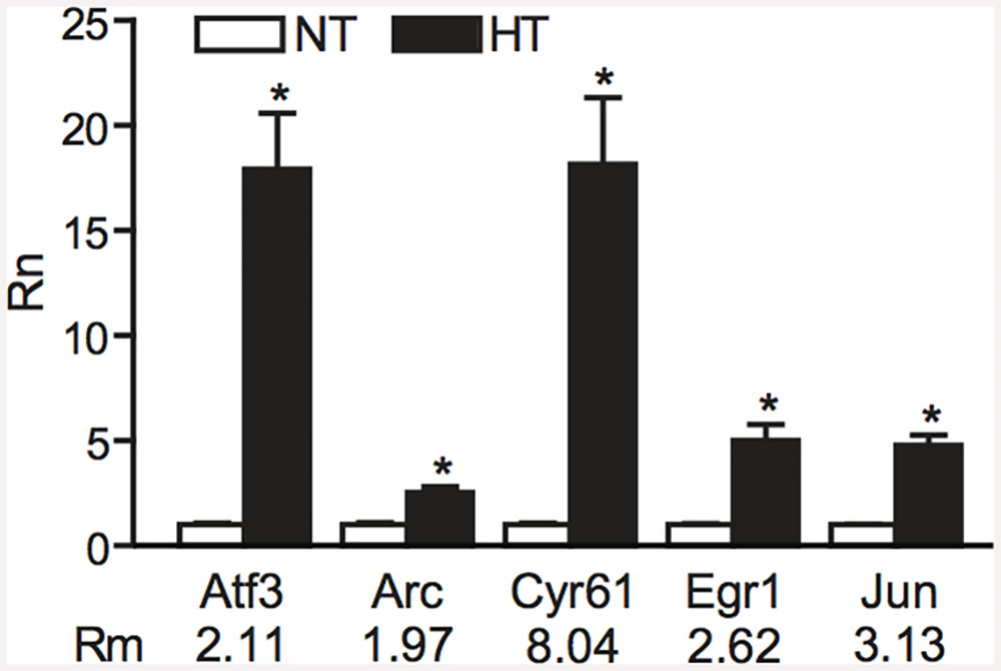
Validation of microarray results by qPCR analysis. Gene expression levels as determined by qPCR (Rn) in normothermic (NT) and hyperthermic (HT) animals compared to fold-change in expression of 5 genes as detected by microarray analysis (Rm). *P* < 0.05 was considered significant (one-tailed Student’s t-test). Indicated are mean ± standard error of the mean.

### Short- and long-term gene expression profile after eFS

To identify genes related to structural reorganization of the hippocampus we analyzed the gene sets three, fourteen, and fifty-six days after eFS. Compared to one hour after eFS, a limited number of genes was significantly regulated at three, fourteen, and fifty-six days after eFS (Table 2). 

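Of the genes that the paper lists for 3 days, 20 of the upregulated and 15 of the downregulated ones were found by name on the arrays. All 20 were higher and all 15 were lower in HT animals, and 12 and 7 of them had the same sign in all 6 couples. The paper chose these genes on these couples, so that their direction is not independent evidence. Elavl3, a neuronal RNA-binding protein, was at 1.23-fold (log2 fold change 0.30 ± 0.27, SD, n = 6 couples, adjusted p = 0.346 from limma). Mfge8, a secreted protein that tags cells for uptake, was at 1.12-fold in all 6 couples (0.16 ± 0.10, adjusted p = 0.346). Among the lower genes, the serine protease Htra1 was at 0.882-fold (-0.18 ± 0.16, lower in 5 of 6 couples) and Vsnl1, a neuronal calcium sensor, at 0.896-fold (-0.16 ± 0.14, lower in 5 of 6 couples). Adjusted over all probes, 0 of the 35 genes passed with limma, although 19 and 15 had an unadjusted p under 0.05. With the F2 test and arrays as replicates, 15 and 11 passed.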

Three days after eFS 22 upregulated and 18 downregulated unique genes were identified. 

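At 3 days, single adhesion genes lay above and genes of myelin below the level of NT littermates. Ptprd, a receptor phosphatase that organises synapses, was at 1.15-fold (log2 fold change 0.20 ± 0.15, SD, n = 6 couples, adjusted p = 0.346 from limma) and Vcam1, a vascular adhesion molecule, at 1.12-fold (0.16 ± 0.13, adjusted p = 0.349), each higher in all 6 couples. Mobp, a protein of compact myelin, was at 0.86-fold in all 6 couples (-0.22 ± 0.14, adjusted p = 0.346). These genes did not pass with limma and passed with the F2 test and arrays as replicates. Of 30 genes of myelin and oligodendrocytes, 0 passed with limma over all probes and 6 were lower when adjusted over the list alone. As a group they lay lower, with a median log2 fold change of -0.03, lower in 5 of 6 couples (adjusted p = 3.66e-06 from camera). The call of the group was lost with adjusted p = 0.656 with an estimated correlation, and chance cannot be excluded for it.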

In the 3 day gene list, several genes implicated in structural reorganization such as cell adhesion molecules (*Ptprd*, *Nrxn1*, *Dpysl3*, and *Vcam1*) were found to be upregulated, and myelin-sheath related genes (*Mobo*, *Cnp*, and *Mag*) downregulated. Interestingly, the top three downregulated genes were hemoglobin subunits, alpha (*Hba-a1 and Hba-a2)* and beta (*Hbb-b1*) chains. These three genes were upregulated at one hour after eFS. 

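Of the globin genes, whose products carry oxygen in red blood cells, 3 were higher in HT animals 1 hour after eFS and lay lower at 3 days. At 1 hour, Hba-a1 was at 1.24-fold (log2 fold change 0.31 ± 0.22, SD, n = 8 couples, adjusted p = 0.0102 from limma), Hba-a2 at 1.21-fold (0.28 ± 0.23, adjusted p = 0.0192) and Hbb-b2 at 1.27-fold (0.35 ± 0.25, adjusted p = 0.00872), each higher in 7 of 8 couples. At 3 days they were at 0.81-fold (-0.30 ± 0.31, n = 6), 0.833-fold (-0.26 ± 0.29) and 0.751-fold (-0.41 ± 0.29), each lower in all 6 couples. The values of 3 days did not pass with limma (adjusted p = 0.364, 0.364 and 0.346) and passed with the F2 test and arrays as replicates. The embryonic globin Hbb-bh1 was at 0.07 ± 0.08 on the log2 scale at 1 hour and 0.02 ± 0.05 at 3 days. The adult beta chain is given as Hbb-b2, since no probe carried the name Hbb-b1. Alas2, the first enzyme of heme synthesis in erythroid cells, was at 0.07 ± 0.16 on the log2 scale at 1 hour and -0.02 ± 0.06 at 3 days. Of 9 erythroid genes measured, 3 were higher at 1 hour (3 when adjusted over the list alone) and 0 passed at 3 days with limma, where 3 were lower when adjusted over the list alone. Of 16 alternative settings, the calls at 1 hour were lost in 5 for Hba-a1, 5 for Hba-a2 and 3 for Hbb-b2, among them for each gene those without the dye correction and over the 5 dye-swapped couples alone. That of Hba-a2 was also lost without couple 7, 13 or 15.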

Information about the role of hemoglobin expression in the brain is limited [36]. 

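Of the genes that the paper lists for 14 days, 12 were found by name on the arrays, and all moved in the direction the paper gives. The 10 listed as upregulated were higher in HT animals, 5 of them in all 6 couples, and both downregulated genes were lower in all 6 couples. These genes were chosen on the same couples. Vsnl1, the neuronal calcium sensor, was at 1.15-fold (log2 fold change 0.20 ± 0.17, SD, n = 6 couples) and higher in all 6 couples. Ccrn4l, a deadenylase with a circadian rhythm, was at 0.85-fold (-0.24 ± 0.20), and Mgp, a matrix protein of vessel walls, at 0.86-fold (-0.22 ± 0.12). None of the 12 passed with limma (adjusted p = 0.915 for each), all 12 had an unadjusted p under 0.05, and 9 and 2 passed with the F2 test and arrays as replicates. Couples 1 and 5 of this time point ran opposite to couples 2 and 4 over all probes.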

Fourteen days after eFS 11 upregulated and 2 downregulated unique genes were identified. At this time-point, in contrast to the three days after eFS gene set, myelin-sheath related genes (*Cnp*, *Cldn11*, *Wasl*, and *Mog*) were upregulated. 

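Single genes of the myelin sheath lay above the level of NT littermates at 14 days. Cldn11, a tight junction protein of myelin, was at 1.24-fold (log2 fold change 0.31 ± 0.27, SD, n = 6 couples) and higher in 5 of 6 couples, and Mbp, the main basic protein of myelin, at 1.1-fold (0.13 ± 0.04) and higher in all 6. Wasl, an activator of actin assembly, was at 1.14-fold (0.19 ± 0.13) and higher in all 6 couples. None of the 3 passed with limma (adjusted p = 0.915 for each). Of the 30 genes of myelin and oligodendrocytes, 0 passed over all probes and 1 was higher when adjusted over the list alone. As a group they lay higher, with a median of 0.03 and higher in 5 of 6 couples (adjusted p = 8.21e-05 from camera), a call lost with adjusted p = 0.507 with an estimated correlation and for which chance cannot be excluded. Without couple 1 of 14 days the median was 0.019 (adjusted p = 0.0171 from camera). The list mean was 0.06 in the 2 couples that stand apart at this time point and 0.05 in the other 4. From 3 to 14 days, the median difference of the list was 0.06 (adjusted p = 2.96e-10 from camera, adjusted p = 0.0091 with an estimated correlation). Mbp differed between these times by 0.22 (adjusted p = 0.0476 from limma), the only probe that passed, a call lost with normexp and with global loess, and Cnp by 0.48 (adjusted p = 0.0989). Leaving out 1 couple gave 0 to 173 probes, with 173 without couple 2 of 14 days. Other splits of these couples gave up to 220 probes, and 7 of 100 splits were as large, so that chance cannot be excluded for this probe.

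**Figure D2:**
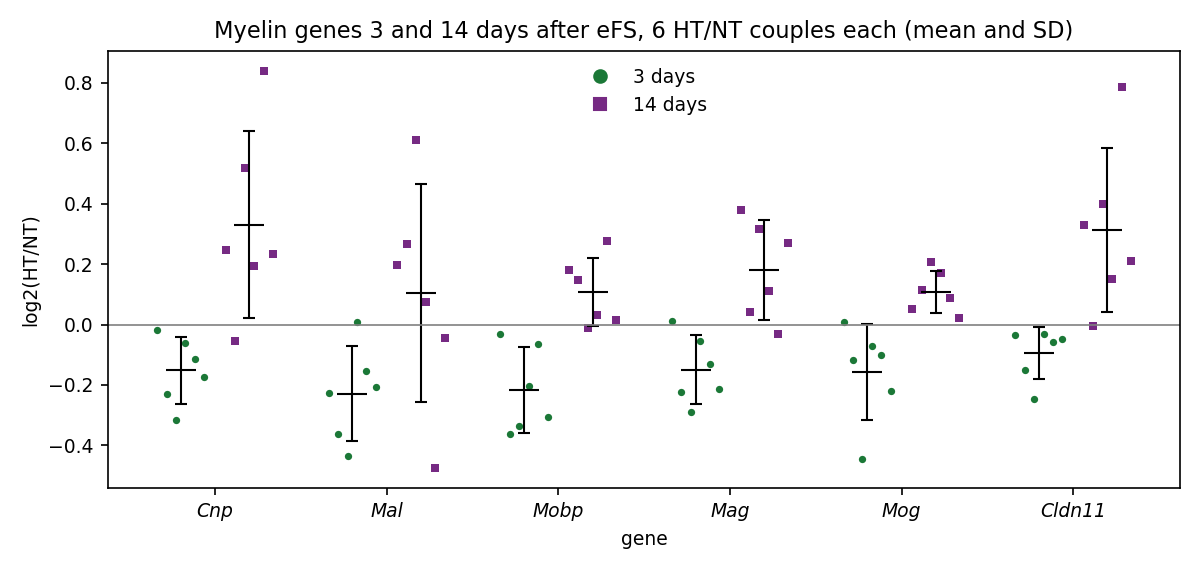
Log2(HT/NT) of 6 myelin genes in each of the 6 littermate couples 3 and 14 days after eFS, where points stand for couples and bars for the mean and SD. Values of 3 days lie mostly below 0 and those of 14 days mostly above 0, with couples on both sides for several genes.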

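Camk2a, a kinase of the postsynaptic density, was at 0.898-fold in HT animals 56 days after eFS (log2 fold change -0.16 ± 0.07, SD, n = 6 couples). It was lower in all 6 couples, and all 3 of its probes pointed the same way. With limma it did not pass (unadjusted p = 9.48e-05, adjusted p = 0.684), and it passed with the F2 test in both forms, with arrays as replicates and with each couple as a fixed effect. Couples are the replicates in neither form. Glul, glutamine synthetase of astrocytes, was at 0.809-fold (-0.31 ± 0.35, adjusted p = 0.684) and lower in all 6 couples, and passed the F2 test with the couple as a fixed effect alone. Without couple 12 its log2 fold change was -0.17, and its brightest probe gave -0.003.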

Analysis of fifty-six days after eFS samples revealed only 1 significantly downregulated gene (*Camk2a*).

### Gene ontology (GO) analysis of regulated genes after eFS

To identify common biological processes underlying changes after eFS we performed GO analysis using the DAVID web tool [32,37] based on GO Panther biological process (BP) annotation database (Mi 2012 Nucleic Acids Research). 

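Beyond the immediate early genes and heat shock proteins, some genes of the endoplasmic reticulum stress response rose at 1 hour. Of 16 measured genes of this list, 5 were higher and none was lower in HT animals (5 when adjusted over the list alone), with a median log2 fold change of 0.05 (adjusted p = 0.000353 from camera). The call of the list was lost with adjusted p = 0.0737 with an estimated correlation. Atf4, a transcription factor of the stress response, was at 1.42-fold (0.51 ± 0.09, SD, n = 8 couples, adjusted p = 6.67e-07 from limma), Chac1, an enzyme that degrades glutathione, at 1.25-fold (0.32 ± 0.16, adjusted p = 0.000914) and Ddit3, a factor of stress-induced cell death, at 1.18-fold (0.24 ± 0.12, adjusted p = 0.00114). Among chaperones, Hsp90aa1 was at 1.38-fold (0.46 ± 0.08, adjusted p = 7.41e-07). Of 22 genes of cell proliferation, 1 was higher (1 when adjusted over the list alone), the mitotic kinase Aurkb at 1.35-fold (0.43 ± 0.25, adjusted p = 0.00171), and the median of the list was -0.03 (adjusted p = 0.106 from camera). Splicing genes moved both ways, with 9 of 36 genes of cold response and splicing higher and 3 lower (adjusted p = 0.0751 from camera). Clk4, a kinase of splicing factors, was at 1.3-fold (0.38 ± 0.10, adjusted p = 1.52e-05) and the splicing factor Sfrs6 at 0.831-fold (-0.27 ± 0.08, adjusted p = 5.71e-05).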

One hour after eFS upregulated genes significantly enriched GO biological process classifications such as mRNA transcription regulation, protein folding, stress response, and cell proliferation and differentiation (Fig 4, BH error corrected *P* < 0.05). 

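Genes of microglia, the phagocytes of the brain, fell as a group at 1 hour. Of 21 measured genes, 5 were lower and none was higher in HT animals (5 lower when adjusted over the list alone), with a median log2 fold change of -0.08. The list was lower in all 8 couples, with adjusted p = 1.19e-08 from camera and adjusted p = 0.0391 with an estimated correlation. Coro1a, an actin-binding protein of leukocytes, was at 0.811-fold (-0.30 ± 0.12, SD, n = 8 couples, adjusted p = 0.000238 from limma). Olfml3, a secreted protein of microglia, was at 0.9-fold (-0.15 ± 0.07, adjusted p = 0.00372), and Csf1r, the receptor for colony-stimulating factor, at 0.905-fold (-0.15 ± 0.08, adjusted p = 0.00996), whose brightest probe gave -0.003 on the log2 scale and did not pass. Of 16 alternative settings, the call of Olfml3 was lost in 3 and that of Csf1r in 5. Of 14 complement genes, 1 was lower and none was higher (1 lower when adjusted over the list alone), with a median of -0.06 (adjusted p = 0.1 from camera). The complement genes of the array include C1qa, C1qb and C1qc, which the list of microglia also holds.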

Downregulated genes one hour after eFS were associated (but not significantly enriched after correction for multiple testing) to GO classification such as endocytosis and complement-mediated immunity. 

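At 3 days, the mean of the genes of synaptic and cell adhesion lay above 0 in all 6 couples, by little. The 30 measured genes had a median log2 fold change of 0.02, 0 passed with limma over all probes and 5 were higher when adjusted over the list alone. The list did not pass (adjusted p = 0.0743 from camera). Nrxn3, a presynaptic adhesion molecule, was at 1.14-fold in all 6 couples (0.19 ± 0.17, SD, n = 6, adjusted p = 0.346 from limma), and Chl1, a cell adhesion molecule of the L1 family, at 1.1-fold in 5 of 6 couples (0.13 ± 0.09, adjusted p = 0.346). Of 36 genes of cold response and splicing, 0 passed over all probes and 4 were higher when adjusted over the list alone (median 0.01, adjusted p = 0.0751 from camera). Pabpn1, which binds poly(A) tails in the nucleus, was at 1.12-fold in all 6 couples (0.17 ± 0.13, adjusted p = 0.346).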

Three days after eFS upregulated genes were associated to GO classifications cell-mediated adhesion signaling and pre-mRNA processing (but did not reach significance after correction for multiple testing). Due to the low number of genes in the geneset no enrichment of GO classification was found within the downregulated genes at three days after eFS, nor within all regulated genes at fourteen and fifty-six days after eFS.

**Fig 4:**
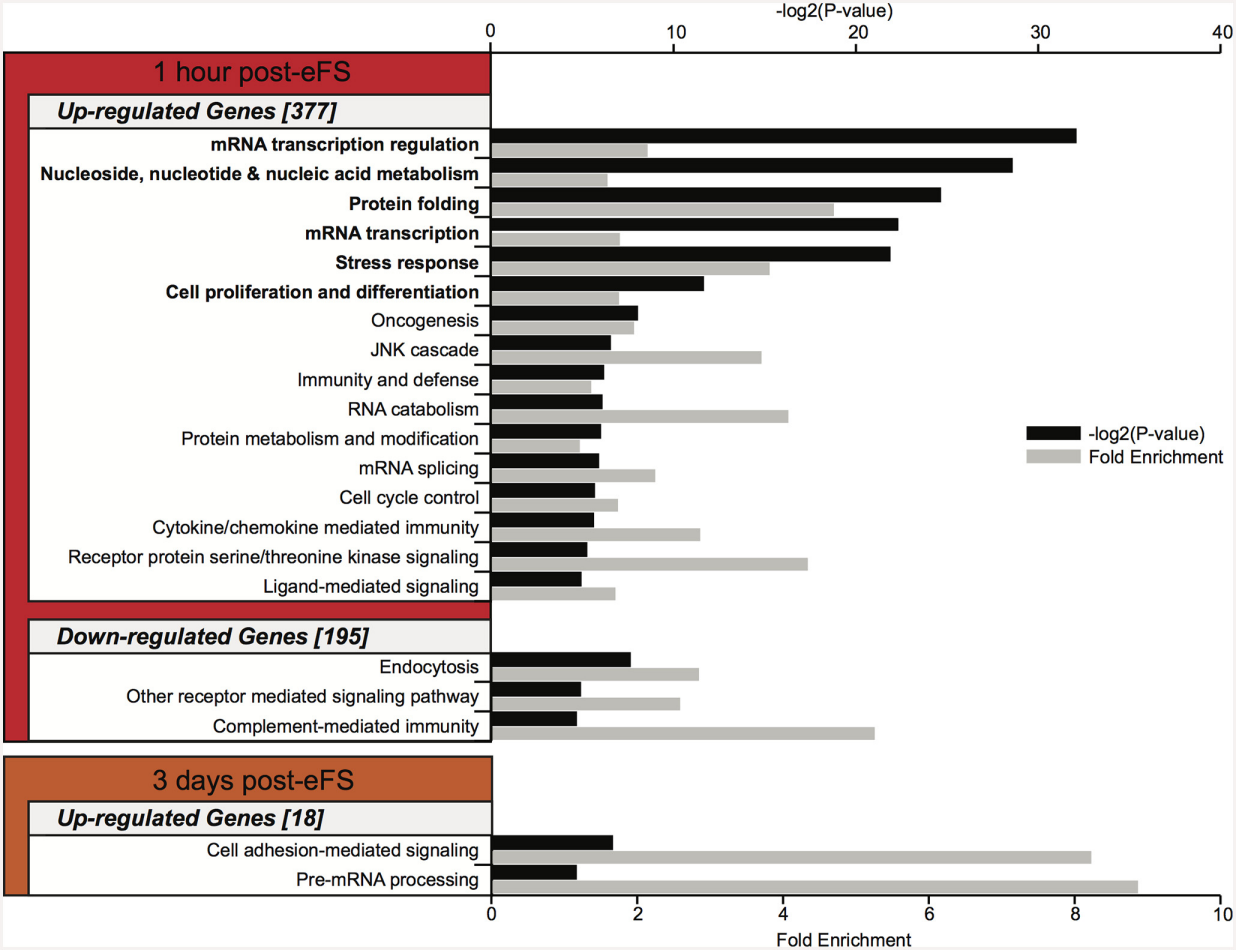
Gene ontology (GO) enrichment analysis on differentially expressed genes after hyperthermia exposure. GO biological process classifications with a *P* < 0.05 are depicted (up- and downregulation) per time point. Numbers between brackets represent total Panther GO annotated genes used for GO analysis per geneset. *P*-value per GO classification is shown (black bar, -log2(*P* value)), with corresponding fold enrichment (grey bar). Bold denoted GO classifications show significant enrichment (*P* < 0.05) after Benjamini and Hochberg (BH) error correction.

All together, the GO analysis reveals that within the genelists, specific biological processes can be identified 1 hour and 3 days after eFS. This urges us to identify candidate genes important after hyperthermia-induced eFS.

### Characterization of candidate genes implicated in structural reorganization after eFS

#### Transcriptional regulation at three days after eFS

Microarray gene expression analysis provided a list of significantly regulated genes three and fourteen days after eFS (Table 2). Closer examination of this list by GO analysis indeed showed transcriptional activity of genes related to structural reorganization. Based on literature and fold-change levels a number of candidate genes were selected. To characterize and validate the expression of these candidate genes we performed radioactive in-situ hybridization (RA-ISH) 3 days after eFS. ^33^P RNA-probes specific against *Nrxn1*, *Dpysl3*, *Ptprd*, and *Slit2* were used for analysis of mRNA expression in subfields of the hippocampus.

*Neurexin1* (*Nrxn1*) expression was prominent in the CA1 and CA3 subfields of the hippocampus. Nrxn1 is important during the formation of excitatory synapses, synaptogenesis [38] (Fig 5A). Quantification of *Nrxn1* showed no significant regulation of expression in HT animals within the CA1 and CA3 subfield (Fig 5B, NT *n* = 9, HT *n* = 9, littermate-paired Student’s t-test, *P* > 0.05). *Dpysl3*, also known as collapsin response mediator protein 4 (*Crmp4*), acts as a signaling molecule downstream from Sema3A, and is implicated in the regulation of neuronal dendrite development [39]. Expression of *Dpysl3* was quantified in the DG, CA1, and CA3 subfield of the hippocampus. A widespread increase in *Dpysl3* expression levels in all three subfields was observed (Fig 5C), but this increase was not statistically different between HT and NT littermates (Fig 5D, NT *n* = 9, HT *n* = 9, littermate-paired Student’s t-test, *P* > 0.05). *Ptprd*, Receptor-Type Tyrosine-Protein Phosphatase Delta, regulates axon guidance during brain development, and similar to *Nrxn1* is important during synaptogenesis [40]. Expression of *Ptprd* was observed in the CA1 and, remarkably, clearly present in the CA2 subfield known to be resistant to cell death in TLE patients (Fig 5E, [41]). Expression of *Ptprd* was significantly upregulated in CA2, but not in CA1, in HT animals compared to NT littermates (Fig 5F, NT *n* = 9, HT *n* = 9, littermate-paired Student’s t-test, CA2: *P* = 0.0097 CA1: *P* > 0.05). 

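Slit2, a secreted repellent of growing axons, was at 5.59-fold 1 hour after eFS (log2 fold change 2.48 ± 0.53, SD, n = 8 couples, adjusted p = 5.53e-07 from limma) and higher in all 8 couples. This value came from 1 of its 4 probes, the only one that passed, and the brightest of the 4 gave 0.03 on the log2 scale. All 4 probes pointed the same way. At 3 days the probe of Slit2 with the lowest p at that time, not the one that had risen, was at -0.04 on the log2 scale (adjusted p = 0.674). Of 40 measured genes of axon guidance, 1 was higher at 1 hour, Slit2 itself, and none was lower (1 when adjusted over the list alone), with a median of -0.001 (adjusted p = 0.807 from camera).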

*Slit2* was included in the analysis, because it was the highest (5.68-fold) upregulated gene involved in structural reorganization, 1 hour after eFS. It regulates axon guidance during development of the hippocampus and is differentially regulated during experimental epileptogenesis and in temporal lobe epilepsy patients [42]. Pronounced expression of *Slit2* was observed in the CA3 subfield of the hippocampus (Fig 5G). No significant difference between HT and NT littermates was detected in relative expression levels 3 days after HT (Fig 5H, NT *n* = 9, HT *n* = 9, littermate-paired Student’s t-test, *P* > 0.05).

**Fig 5:**
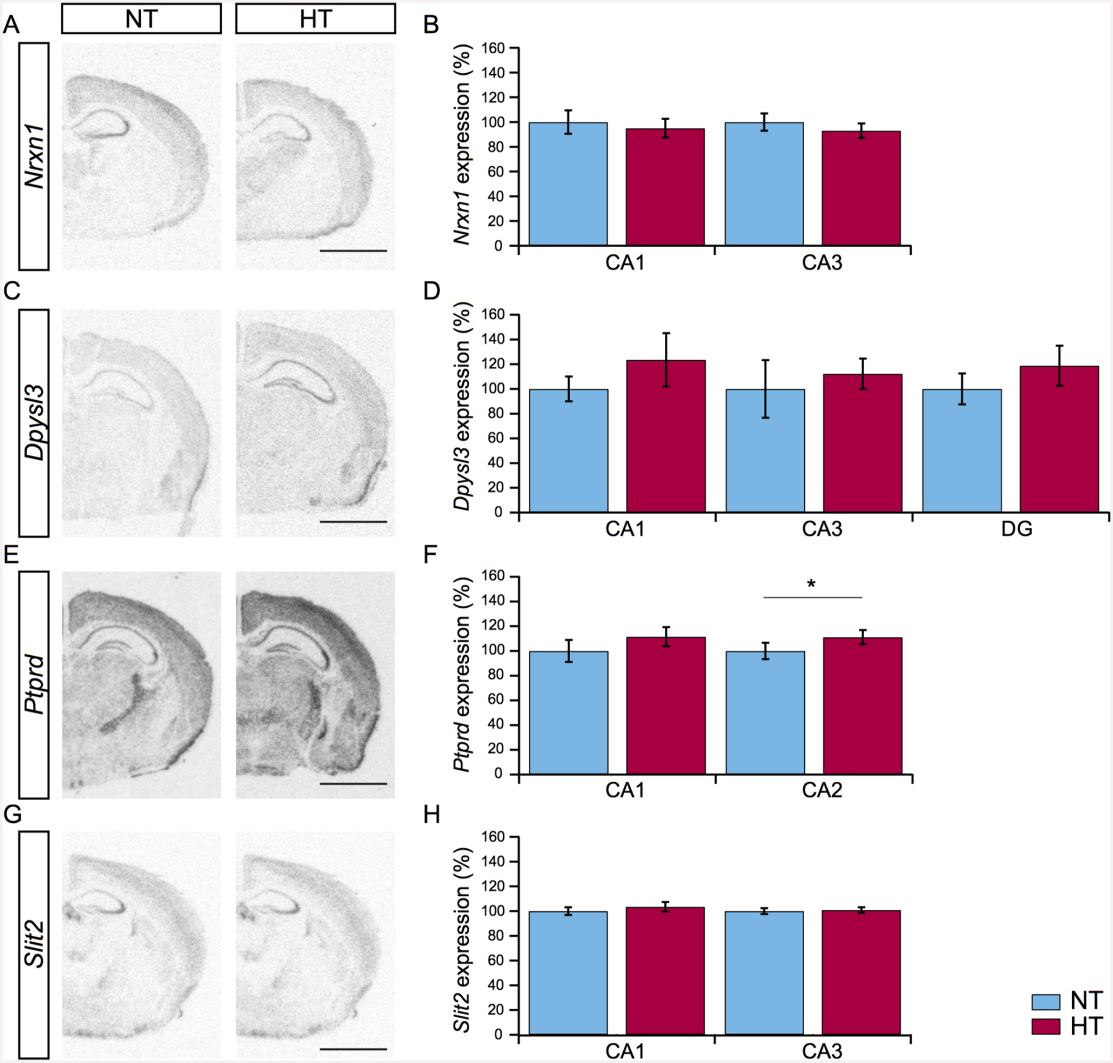
Expression of candidate genes mRNA related to structural reorganization. (A, C, E, G) Representative images of *Nrxn1*, *Dpysl3*, *Ptprd*, and *Slit2* gene expression in the hippocampus of NT (left panel) and HT (right panel) animals three days after eFS. (B, D, F, H) Comparison of *Nrxn1*, *Dpysl3*, *Ptprd*, and *Slit2* gene expression levels in subfields of the hippocampus in HT (*n* = 9, red bars) animals compared to NT (*n* = 9, blue bars) littermates. *Ptprd* is upregulated in the CA2 subfield of the hippocampus of HT animals, * indicates a significant difference of *P* = 0.0097, littermate-paired Student’s t-test. Bars represents mean ± standard error of the mean. Scalebars in panel A, C, E, and G: 500μm.

#### Myelin sheath-associated changes fourteen days after eFS

The regulation of myelin-sheath associated genes three and fourteen days after eFS observed by the microarray gene expression analysis prompted us to monitor protein expression of 2',3'-cyclic nucleotide 3' phosphodiesterase (CNP) in hippocampus. This gene was downregulated 3 days after eFS (0.8-fold) and upregulated 14 days after eFS (1.26-fold). 

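Cnp, an enzyme of the myelin sheath, was lower in HT animals at 3 days and higher at 14 days. At 3 days it was at 0.9-fold (log2 fold change -0.15 ± 0.11, SD, n = 6 couples, adjusted p = 0.346 from limma) and lower in all 6 couples. At 14 days it was at 1.26-fold (0.33 ± 0.31, n = 6, adjusted p = 0.915 from limma) and higher in 5 of 6 couples. Neither value passed with limma, and both passed with the F2 test in both forms, neither of which takes couples as the replicates.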

CNP is predominantly expressed in myelin sheaths and oligodendrocytes, although it’s physiological function remains ambiguous, loss of CNP affects the stability of axons [43–45]. Immunostaining of CNP protein at fourteen days after eFS revealed expression mostly in the neurophil of the hippocampus (Fig 6A). Interestingly, comparison of CNP expression between HT and NT littermates indicated elevated levels of CNP within the stratum lucidum of the CA3 region, specifically. Quantification and pair-wise comparison of CNP-based DAB staining in the stratum lucidum between HT and NT littermates showed pronounced upregulation of CNP in HT animals (Fig 6B and 6C, Wilcoxon signed-rank test *P* = 0.0078).

**Fig 6:**
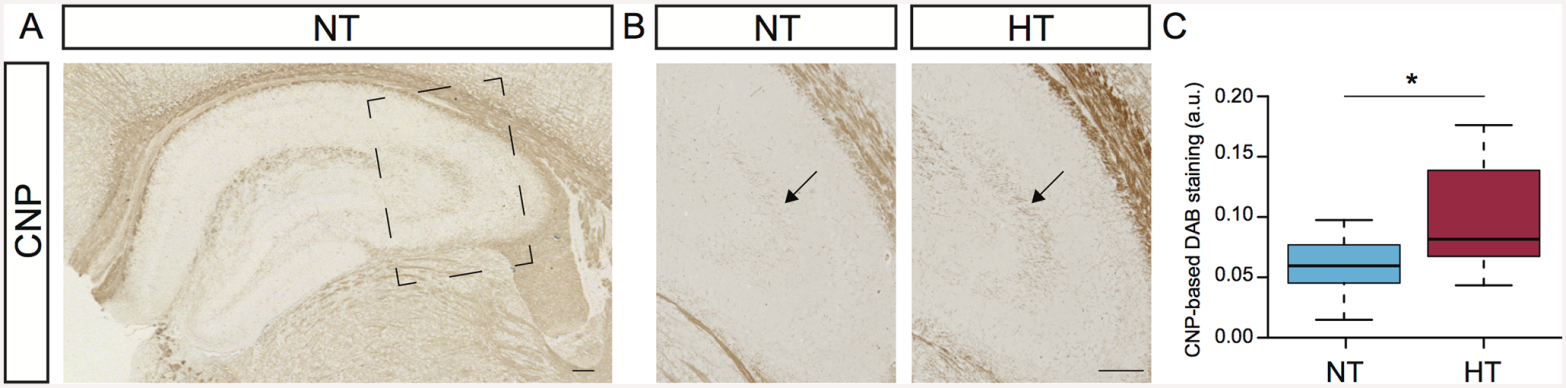
Hyperthermia induced upregulation of 2',3'-cyclic nucleotide 3' phosphodiesterase (CNP) in the stratum lucidum. (A) Normal expression of CNP in the hippocampus of a normothermic (NT) control animal 14 days post-hyperthermia exposure. Square marks subfield enlargement, panel B and C. (B) Expression of CNP in the stratum lucidum of NT control animal (left panel) and hyperthermia-exposed (HT) littermate (right panel). Arrows indicates CNP-positive staining in the stratum lucidum. (C) Comparison of CNP-based DAB staining in the stratum lucidum between NT and HT littermates. All HT animals showed increased DAB-staining in the stratum lucidum. Increased expression of CNP were observed in HT animals compared to NT littermates, Wilcoxon signed-rank test, * indicates *P* = 0.0078. Tukey-style box plots. Scalebars: 100μm.

## Discussion

In this study we investigated the short- and long-term changes in hippocampal gene expression following hyperthermia-induced eFS in mice. To pinpoint molecular mechanisms underlying structural reorganization after eFS, we performed a genome-wide transcriptome analysis at 4 time-points: immediately (one hour), shortly (three days) and during the late phase (fourteen and fifty-six days) after induction of eFS. At these time-points we identified 877, 40, 13 and 1 eFS regulated genes, respectively. Here we show that timed regulation of multiple processes, such as heat-, immune- and inflammation response, glutamate-glutamine cycle, myelination, and structural reorganization, are triggered by eFS (Fig 7). Fourteen days after eFS expression of neurofilament, a marker for dentate gyrus mossy fibers, and CNP, a marker for oligodendrocyte activation and myelination, was increased in the stratum lucidum of the hippocampus. This indicates that already 14 days after eFS structural reorganization is taking place (Fig 7). We provide evidence that specific processes and molecular candidates are involved in structural reorganization within the hippocampus at three and fourteen days after eFS. This is the first study to characterize the transcriptional response to eFS in mice throughout a time-course of 56 days.

**Fig 7:**
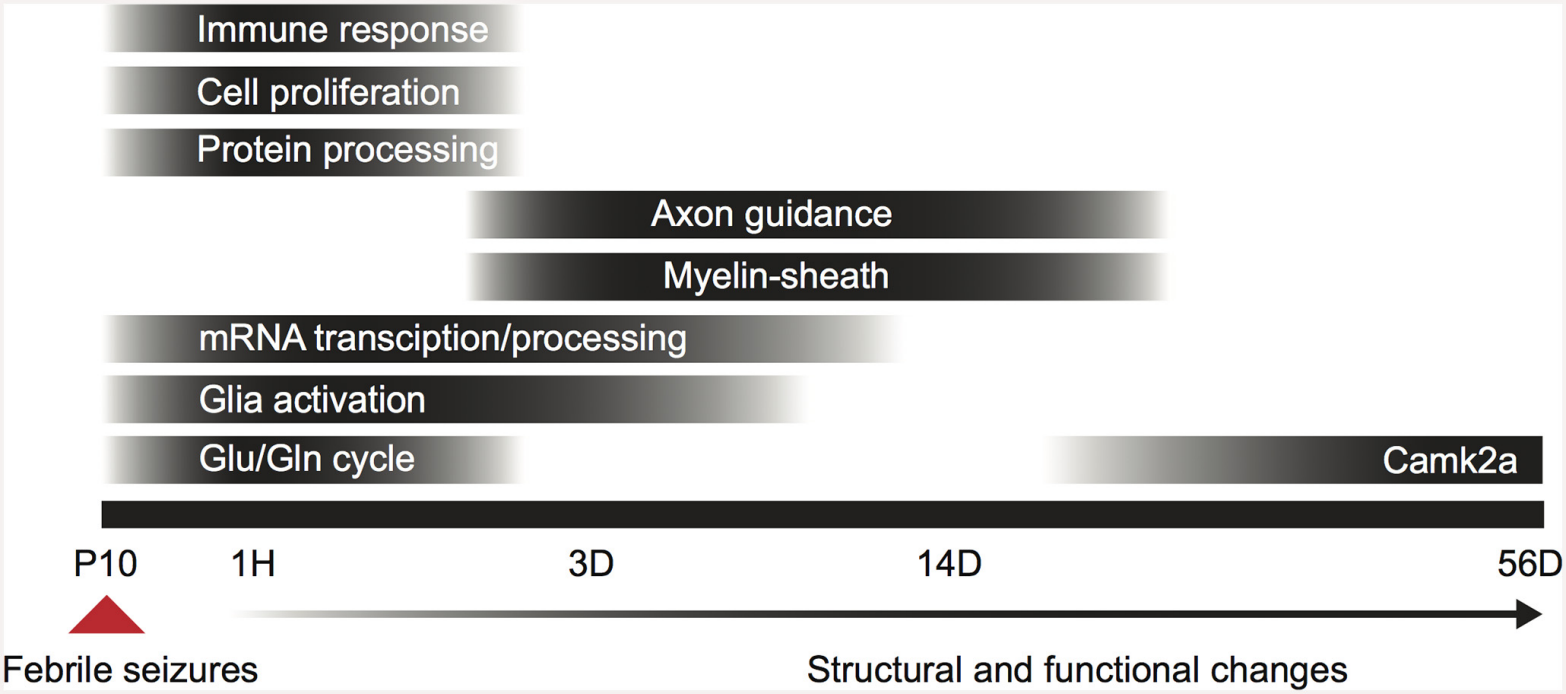
Timed regulation of biological processes after eFS. Bar blackness indicates the peak effect of the process. P10: postnatal day 10, 1H: 1 hour post-eFS, 3D: 3 days post-eFS, 14D: 14 days post-eFS, 56D: 56 days post-eFS, Glu/Gln cycle: glutamate/glutamine cycle.

### Transcriptional regulation after eFS

Analysis of hippocampal mRNA content identified 877, 40, 13, and 1 statistically significant regulated unique annotated gene(s) one hour, three, fourteen, and fifty-six days after eFS, respectively. 

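The genes with the largest rises at 1 hour lay lower at later time points. From 1 hour to 3 days, log2(HT/NT) fell by 3.04 for Cyr61 (adjusted p = 1.79e-11 from limma) and by 2.49 for the probe of Slit2 that had risen (log2 difference -2.49, adjusted p = 2.95e-12). Between 3 days and 1 hour, 662 probes differed, 451 of them lower and 211 higher, and 694 probes differed between 14 days and 1 hour, 471 lower and 223 higher (limma, 26 couples). Leaving out 1 couple gave 545 to 1228 probes for the latter, with 1228 without couple 2 of 14 days. Immediate early genes were lower at 3 days than at 1 hour by a median of -0.29 (adjusted p = 2.35e-51 from camera, adjusted p = 3.12e-05 with an estimated correlation), and heat shock proteins by a median of -0.15 (adjusted p = 1.68e-28, adjusted p = 0.00577 with an estimated correlation). Across the 855 probes differentially expressed at 1 hour, couples of 3 days correlated with the mean response of 1 hour at -0.022 ± 0.068 (SD, n = 6, exact sign-flip p = 0.406), couples of 14 days at 0.048 ± 0.090 (n = 6, exact sign-flip p = 0.219) and couples of 56 days at -0.040 ± 0.134 (n = 6, exact sign-flip p = 0.5). These correlations are across genes, which are not independent replicates. The paper reasons from the numbers of regulated genes at the 4 time points to the duration of the response.

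**Figure D3:**
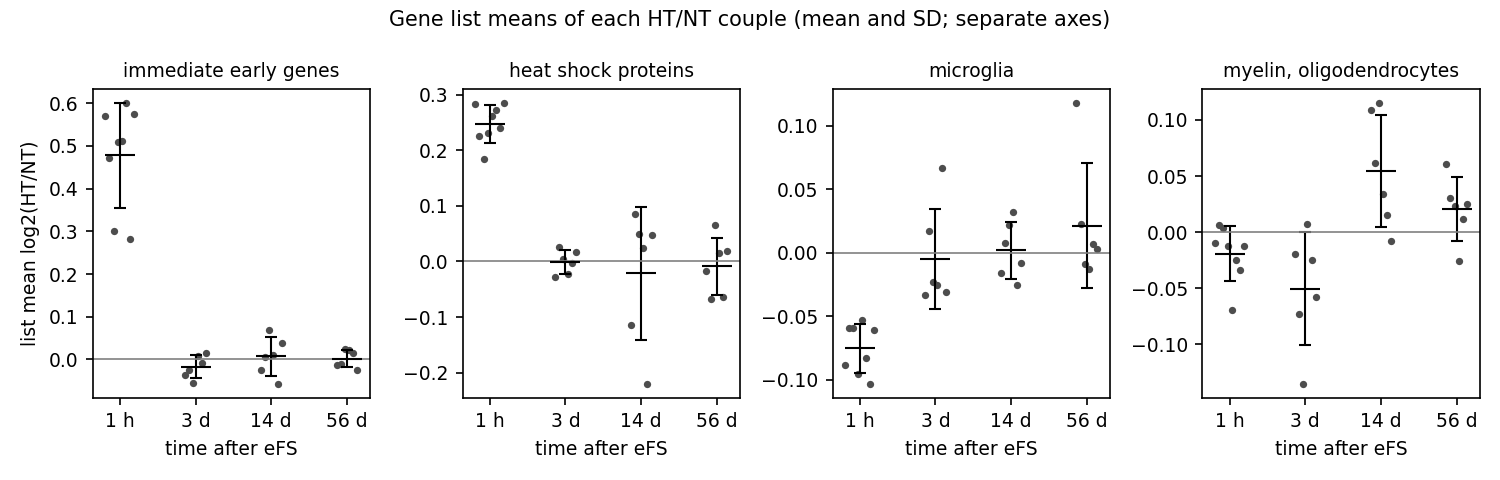
Mean log2(HT/NT) of 4 gene lists in each littermate couple at 1 hour, 3, 14 and 56 days after eFS, with the mean and SD and a separate axis for each list. Immediate early genes lie between 0.28 and 0.60 and heat shock proteins between 0.19 and 0.29 in the 8 couples of 1 hour. Later values of both lists lie closer to 0, apart from heat shock proteins at -0.22 in couple 5 of 14 days.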

Indicating a strong but transient regulation of gene expression during the first hour after eFS. As expected GO-analysis for gene enrichment related to specific biological processes reveals that eFS initially triggers a broad transcriptional response and a cellular response to heat (protein folding, stress response) as a direct response to the hyperthermia (Fig 7). Genes related to heat response included *HSP110*, *Hspb1*, *Hsph1*, and *Dnajb1*. 

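Not every immediate early gene named by the paper changed on the arrays. Atf1, a factor of the CREB family, was at 0.02 on the log2 scale 1 hour after eFS (adjusted p = 0.855 from limma, n = 8 couples) and did not pass in any of the 16 alternative settings. The paper's text gives no fold change for Atf1, and the related factor that it tabulates and measured by qPCR is Atf3. Atf3, Arc, Fos, Egr1, Nr4a1, Cyr61 and Jun were each higher in all 8 couples.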

Expression of IEGs (immediate early genes) such as, *Arc*, *Fos*, *Egr1*, *Atf1*, *Nr4a1*, *Cyr61*, *Jun* during and directly after eFS is most likely due to the prolonged seizure activity. Expression of these IEGs probably represents profound neuronal activity in the hippocampal network as demonstrated earlier by intra-hippocampal EEG recordings during and after eFS [12,16,46,47]. The lack of regulation of these genes 56 days after eFS is in line with the fact that at this time-point (the majority of) HT mice do not yet suffer from recurrent seizures. 

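At 56 days the immediate early genes lay close to the level of NT littermates. On the log2 scale, Fos was at 0.02 (adjusted p = 0.874 from limma, n = 6 couples), Jun at -0.001 (adjusted p = 0.995), Cyr61 at -0.003 (adjusted p = 0.979), Nr4a1 at -0.05 (adjusted p = 0.857) and Arc at -0.09 (adjusted p = 0.723). Egr1 was at 0.03 (adjusted p = 0.852), with 1 couple at 0.23 and the others between -0.07 and 0.01. Of the 43 immediate early genes, 0 passed with limma over all probes or when adjusted over the list alone, with a median of -0.003 (adjusted p = 0.992 from camera).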

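Genes of 3 days were compared with the 717 genes that changed at 1 hour. Of the 35 genes from the paper's list of 3 days that were found on the arrays, 9 were differentially expressed at 1 hour with limma. Acat1, Rnf26 and Tia1 had moved the opposite way at 1 hour, by the probe with the lowest p at each time. For Tia1, whose probes moved apart at 1 hour, a reversal within 1 probe is not shown. Gjb6, Htra1, Ly6c1 and Rasd1 had moved the same way, and Hba-a1 and Hba-a2 the opposite way. Since 0 genes passed at 3 days with limma, the lists of both times overlapped in 0 genes in this test. With the F2 test and arrays as replicates, 13 of the 49 genes of 3 days were also found at 1 hour, which is 26.5%.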

Comparing the genelists at the different time-points revealed that 35% of all regulated genes (14 out of 40 genes) three days after eFS were also regulated one hour after eFS. The majority of upregulated genes three days after eFS (5 out of 6 genes) showed downregulation 1 hour after eFS. In contrast, downregulated genes (5 out of 8 genes), with exception of the top-three regulated hemoglobin chain genes, 3 days after eFS were also downregulated 1 hour after eFS. 

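With the F2 test and arrays as replicates, 5 genes were lower at 1 hour and higher at 3 days. The 2 arrays of a couple are technical repeats, so that these lists count each couple more than once, and with limma on couples 0 genes passed at 3 days. The genes were Acat1, H2afx, Rnf26, Tia1 and Tm7sf2, where 0.539 were expected (Fisher's exact test, p = 0.000182). A gene counted through any of its probes, so that the 2 times may rest on different probes. Fisher's test takes all genes as equally likely to be called, although a gene with several probes had more chances. H2afx, a histone variant of DNA repair, was at 0.923-fold at 1 hour (adjusted p = 0.0508 from limma, lower in 7 of 8 couples) and at 1.1-fold at 3 days (adjusted p = 0.346, higher in all 6). Gjb6, Htra1, Ly6c1 and Rasd1 were lower at both times, 4 genes where 0.286 were expected (Fisher's exact test, p = 0.000158). Ly6c1, a surface protein of endothelium, was at 0.873-fold at 1 hour (adjusted p = 0.00557) and at 0.911-fold at 3 days (adjusted p = 0.346). Rasd1, a small GTP-binding protein, was at 0.908-fold at 1 hour (adjusted p = 0.00798) and at 0.905-fold at 3 days (adjusted p = 0.364). Hba-a1, Hba-a2, Hbb-b2 and 9530077C05Rik were higher at 1 hour and lower at 3 days, 4 genes where 0.536 were expected (Fisher's exact test, p = 0.00167). An excess was thus found for genes lower at both times as well as for genes that reversed, and it does not single out a switch of direction. Tia1 also counted as higher at both times, through another of its probes, 1 gene where 1.01 were expected (Fisher's exact test, p = 1).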

Fourteen days after eFS, with exception of CNP, no overlap was observed with the regulated genes three days after eFS. However, 23% (3 out of 13 genes) of the regulated genes fourteen days after eFS did overlap with those 1 hour after eFS. 

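Of the genes listed by the paper for 14 days, Efhc2 and Kif1b were also higher at 1 hour with limma. Kif1b, a kinesin motor of axonal transport, was at 1.29-fold at 1 hour (adjusted p = 7.22e-05 from limma, n = 8 couples) and at 1.17-fold at 14 days (adjusted p = 0.915, n = 6), where 4 of its 7 probes pointed the same way. Efhc2 was at 1.16-fold at 1 hour (adjusted p = 0.0175) and at 1.18-fold at 14 days (adjusted p = 0.915). With the F2 test and arrays as replicates, 5 of 15 genes of 14 days were also found at 1 hour, which is 33.3%. Efhc2, Kif1b and the chaperone Hspa8 were higher at both times (Fisher's exact test, p = 0.00703), Mgp was lower at both (p = 0.0334), and Qk, an RNA-binding protein of myelination, was lower at 1 hour and higher at 14 days (p = 0.198). These lists, too, take technical repeats as replicates, and Fisher's test again takes all genes as equally likely to be called. Cnp and Vsnl1, 2 of the 15 genes, were lower at 3 days and higher at 14 days (Fisher's exact test, p = 6.61e-05). With limma the overlap with 14 days was 0 genes, since 0 passed at that time.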

Due to the low number of differentially expressed genes per time-point it is difficult to make over-time expression wave profiles per GO biological process [48,49]. The observed switch between one hour and three days after eFS from down- to upregulation of several genes indicates that over-time expression wave profiles can be observed after eFS.

#### Glutamate-glutamine cycle

As a consequence of increased hippocampal neuronal activity tight regulation of glutamate-glutamine cycle is of importance to avoid excitotoxic damage. Regulation of this process has already been described to play a key role in the susceptibility for febrile seizures and epileptogenesis in TLE patients [50–53]. Neuronal expressed glutaminase (Gls) converts glutamine to excitatory neurotransmitter glutamate. Glial glutamate transporters, such as excitatory amino acid transporter 2 (EAAT2, Slc1a2), avoid abnormal levels of extracellular released glutamate, by internalizing the neurotransmitter in the glial cells where it in turn is converted to glutamine by glutamine synthetase (Glul). 

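The glial genes of the glutamate-glutamine cycle moved in opposite directions at 1 hour. Glul, which makes glutamine from glutamate, was at 0.904-fold in HT animals (log2 fold change -0.15 ± 0.07, SD, n = 8 couples, adjusted p = 0.00624 from limma) and lower in all 8 couples. Slc1a2, the glutamate transporter EAAT2, was at 1.22-fold (0.28 ± 0.10, adjusted p = 0.000106) and higher in all 8 couples. The call of Glul was lost in 5 of 16 alternative settings, among them no dye correction, median centring and 1 fit over all couples. Of the 14 measured genes of the cycle, 1 was higher and 1 lower (the same when adjusted over the list alone), with a median of -0.02 (adjusted p = 0.65 from camera).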

One hour after eFS Glul is strongly reduced (0.90-fold), whereas Gls and Slc1a2 are upregulated (1.19-fold and 1.21-fold, respectively). The opposing regulation of Gls and Glul expression indicates an increase in glutamate production and less efficient synthesis of glutamine. As a consequence, changes in Glul and Gls expression may therefore contribute to an increase in neuronal excitability. Additionally, the upregulation of Slc1a2 might also reflect compensation to the increased glutamate production. Together with earlier findings of altered HCN-channel expression and function after eFS, the above-stated observations of Glul, Gls, and Slc1a2 expression indicate strong functional changes in neuronal excitability [17,21,54].

#### Immune and inflammatory response

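Some genes of cytokine and chemokine signalling changed at 1 hour. Of 31 measured genes of cytokines, chemokines and their receptors, 6 were higher and 1 was lower in HT animals (6 and 1 when adjusted over the list alone). The list had a median log2 fold change of 0.004 and did not pass (adjusted p = 0.161 from camera). Ccl12, a chemokine for monocytes, was at 1.12-fold (0.16 ± 0.08, SD, n = 8 couples, adjusted p = 0.00464 from limma) and higher in all 8 couples, a call lost in 5 of 16 alternative settings. C1qb, a subunit of the first complement component, was at -0.09 on the log2 scale (adjusted p = 0.0823) and C1qc at -0.08 (adjusted p = 0.176).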

Inflammatory processes, including regulation of chemokine and cytokine mediated immune response and complement-mediated immunity, are triggered during the first hour after eFS (Fig 7). Genes important in these processes included, *CCL-2*, *CCL-3*, *ILr10-a*/b, *C1qa*, and *Cr1l*. Febrile seizures in rats also show a robust immune response directly after exposure to HT [49,55]. Similarly, electrical kindling of the dentate gyrus as a model for TLE, showed overlap in biological processes with our genelists. This initial regulation of genes related to stress- immune- and inflammatory response among several epileptic animal models indicates that seizure activity, independent of the precipitating event, triggers immune response in the hippocampus [48]. A growing body of evidence shows involvement of immune and inflammatory processes in epilepsy and febrile seizures [25,56,57]. For example the role of interleukin-1ß (IL-1ß) in febrile seizures is a prominent topic of debate [5,58]. IL-1ß is a, pyrogenic, fever-promoting proinflammatory cytokine, which promotes the development of febrile seizures. Typically, loss of IL-1ß receptor in mice results in resistance to eFS [59]. 

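On the arrays, neither Il1b nor its receptor passed the test at 1 hour. Il1b, a fever-promoting cytokine, was at -0.001 ± 0.075 on the log2 scale (SD, n = 8 couples, adjusted p = 0.992 from limma) and between -0.03 and 0.04 over 16 alternative settings. Il1r1 was at 0.946-fold (-0.08 ± 0.07, adjusted p = 0.133) and lower in all 8 couples. With the F2 test and arrays as replicates its adjusted p was 0.0385, but its log2 fold change lay below the threshold.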

We did not observe differential regulation of IL-1ß or its receptor, which suggests that regulation of hippocampal IL-1ß and its receptor is not important after eFS. However this does not exclude function of IL-1ß during eFS.

Based on our data, increased expression of chemokines CCL-2 (1.25-fold) and CCL-3 (1.17-fold) suggests regulation of blood-brain barrier permeability. 

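Both chemokines rose in every couple at 1 hour. Ccl2, which attracts monocytes, was at 1.24-fold in HT animals (log2 fold change 0.31 ± 0.11, SD, n = 8 couples, adjusted p = 0.000103 from limma). Ccl3, which attracts leukocytes, was at 1.18-fold (0.24 ± 0.09, adjusted p = 0.000293). The call of each was lost in 1 of 16 alternative settings, the fit without the pairing of littermates, which also drops the shared array.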

Interestingly, both chemokines are found to be upregulated in TLE patients at mRNA transcript and protein level [25,57]. Expression of CCL-3 at the apical membrane of vascular endothelial cells triggers adhesion of leucocyte, whereas basal localization of CCL-2 to the membrane facilitates the migration of the leucocytes through the endothelial surface [60–62]. The regulation of chemokines therefore contribute to the permeability of the blood-brain barrier, which is associated with epileptogenesis [56]. In addition, both CCL-2 and CCL-3 trigger Ca^2+^ signaling in hippocampal neurons resulting in increased excitability and synaptic transmission [63,64].

Cytokine receptor IL-10ra and IL-10rb are differentially regulated 1 hour after eFS. The ligand, IL-10, is generally regarded to have anti-epileptogenic effects [65,66], and is upregulated in hippocampus and cortex of TLE patients [57]. IL-10 and its receptor are both upregulated as a consequence of excitotoxic injury [67]. This suggests that, as a compensatory mechanism, IL-10 expression is induced to avoid exacerbation of the neuronal damage. 

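Il10ra, the ligand-binding subunit of the interleukin-10 receptor, was at 1.14-fold 1 hour after eFS (log2 fold change 0.19 ± 0.11, SD, n = 8 couples, adjusted p = 0.00503 from limma) and higher in 7 of 8 couples. Il10rb, the signalling subunit shared with other receptors, was at 0.913-fold (-0.13 ± 0.08, adjusted p = 0.0182) and lower in 7 of 8 couples. The call of Il10ra was lost in 3 of 16 alternative settings and that of Il10rb in 4, with the same direction in each. Leaving out couple 5, 7, 13 or 24 also ended the call of Il10rb, at -0.12 on the log2 scale in each case.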

Interestingly, the alpha and beta subunit of the heterotetrameric IL-10 receptor are up- (1.13-fold) and downregulated (0.90-fold), respectively, after eFS. Unfortunately not much is known about the differences in characteristics of IL-10 receptor subunits, especially regarding the receptor function in the brain. Also little is known about the specific functional implications of the downregulated complement factors C1qa (0.88-fold) and Cr1l (0.91-fold) in epilepsy. 

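C1qa, a subunit of the first complement component made by microglia, was at 0.881-fold 1 hour after eFS (log2 fold change -0.18 ± 0.07, SD, n = 8 couples, adjusted p = 0.00087 from limma) and lower in all 8 couples. Cr1l, a regulator of complement on cell surfaces, was at 0.944-fold and did not pass (-0.08 ± 0.21, adjusted p = 0.627). It passed with the F2 test and arrays as replicates, with the couple as a random block and over the 5 dye-swapped couples alone. Of the 5 probes of Cr1l, 2 pointed the same way.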

Reduced expression of the complement factors may suggest suppression of the complement cascade. However, activation of the complement system, i.e. upregulation of complement mediators including C1qa and C1r, has been reported in both experimental and human temporal lobe epilepsy [68] and is thought to contribute to neuronal hyper-excitability and seizures [56]. In summary, our findings indicate that chemokines, cytokines and complement factors are regulated as a result of eFS.

### Genes involved in structural reorganization after eFS

Overrepresentation of genes to GO classification cell-mediated adhesion signaling indicates that structural reorganization seen 14 days after eFS is initiated 3 days after eFS (Fig 7). In this study we found significant upregulation of *Ptprd* within the CA2 region of the hippocampus 3 days after eFS. Ptprd localizes to the pre-synapse where it interacts with post-synaptic neurotrophin receptor tyrosine kinases (Trks) and bi-directionally activate signal transduction cascades to recruit synaptic proteins important for establishing and maintaining excitatory synapses [40]. Ablation of *Ptprd* may therefore result in altered CA1 synaptic transmission and learning-deficits [69]. The observed increase of *Ptprd* within the CA2 may therefore trigger changes at excitatory synapse projecting to the CA1 [70]. Multiple lines of evidence suggest regulation of class 3 semaphorins after kainate acid-induced epilepsy in rodents [71,72]. 

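Dpysl3, a cytoplasmic protein of growth cones, was at 1.18-fold 3 days after eFS (log2 fold change 0.23 ± 0.19, SD, n = 6 couples) and higher in all 6 couples. It did not pass with limma (adjusted p = 0.346) and passed with the F2 test in both forms, neither of which takes couples as the replicates. At 1 hour it was at 0.02 on the log2 scale (adjusted p = 0.947 from limma, n = 8), with 50% of the channels above background at that time against 100% at 3 days.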

Dpysl3, a downstream effector of Sema3A, was significantly regulated 3 days after eFS in our microarray and its mRNA expression was found in all subfields of the hippocampus. However, the widespread increase of *Dpysl3* expression in HT animals did not reach significance. Validation of the candidate genes from the array, (*Dpysl3*, *Nrxn1*, and *Slit2*,) by in situ hybridization proved to be difficult. Most likely, this is due to heterogeneity in the transcriptional response of HT and NT littermates and detection sensitivity of RA-ISH.

Fourteen days after eFS, upregulation of CNP protein in the stratum lucidum confirmed our hypothesis that structural reorganization occurs after eFS. The upregulation of CNP indicates involvement of oligodendrocyte activation and myelin production. 

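Mal and Mag, both proteins of the myelin sheath, were lower in HT animals at 3 days in most couples. Mal was at 0.853-fold (log2 fold change -0.23 ± 0.16, SD, n = 6 couples, adjusted p = 0.346 from limma) and Mag at 0.901-fold (-0.15 ± 0.11, adjusted p = 0.346), each lower in 5 of 6 couples. Neither passed with limma, and both passed with the F2 test in both forms, neither of which takes couples as the replicates. The paper selected these genes on the same couples, so that their direction is not independent evidence.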

Interestingly, *CNP* mRNA expression is downregulated (0.89-fold) three days after eFS, similar to *Mobp*, *Mal*, and *Mag* (0.86, 0.85, and 0.90-fold, respectively), which all represent myelination and oligodendrocyte activation. However, fourteen days post HT *CNP* expression as well as myelin oligodendrocyte glycoprotein (*Mog*, 1.13-fold) is upregulated (1.26-fold). It would be interesting to learn what this switch in regulation of expression during the early to late phase after eFS means in terms of oligodendrocyte activation and myelination in the hippocampus. 

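Mog, a surface protein of myelin, was at 1.08-fold 14 days after eFS (log2 fold change 0.11 ± 0.07, SD, n = 6 couples) and higher in all 6 couples. It did not pass with limma (adjusted p = 0.915). The F2 test with each couple as a fixed effect gave adjusted p = 0.00679 for Mog at 14 days, but the log2 fold change lay below the threshold, and the test with arrays as replicates gave adjusted p = 0.198. Among 9 genes of oligodendrocyte precursors, 0 passed with limma at 14 days over all probes or when adjusted over the list alone, with a median of 0.01 (adjusted p = 0.723 from camera).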

Possibly the reversal in expression has to do with different phases in structural reorganization, in which de- and re-myelination are required. It should be noted that mossy fibers to the CA3 are normally non-myelinated, hence the name stratum lucidum [73]. However, myelinated axons can be detected within the stratum lucidum, in particular after lesion of the enthorino-hippocampal perforant pathway [74]. This lesion induced axon sprouting in the stratum lucidum and recruited oligodendrocytes thought to myelinate the newly formed axon sprouts. Thus, our observed changes in CNP levels after eFS may indicate oligodendrocyte recruitment possibly contributing to myelination of newly sprouted axons. What the significance of these processes and oligodendrocytes is during epileptogenesis remains to be determined [75].

All together, our data suggest that proteins related to structural organization of the nervous system, such as cell adhesion molecules, axon guidance proteins, and myelin production are regulated after eFS. Kainate acid-induced experimental mesial temporal lobe epilepsy in rats trigger regulation of proteins involved in structural organization, axon guidance signaling pathways, 14 days post-induction [76]. The observed eFS induced changes in axon guidance and myelin-related genes, as well as the immune response activity mentioned earlier, might therefore resemble processes underlying epileptogenesis independent of the precipitating event.

### Glia activation

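Genes of astrocytes moved both ways at 1 hour. Of 27 measured astrocyte genes, 2 were higher and 4 were lower in HT animals (the same when adjusted over the list alone), with a median log2 fold change of -0.04 (adjusted p = 0.0751 from camera). Across the 8 couples, the mean of the list followed that of 19 genes of meninges and fibroblasts (Pearson r = 0.888, exact permutation p = 0.00335, Spearman rho = 0.786, exact permutation p = 0.0279), with adjusted p = 0.0218 over 13 relations, and r = 0.792 without the 2 couples farthest out. At 3 days, 0 of the 27 passed with limma over all probes, and 4 were higher and 1 lower when adjusted over the list alone (median 0.03, adjusted p = 0.178 from camera). Hopx, a homeodomain protein of astrocytes and neural stem cells, was at 1.11-fold at 3 days in all 6 couples (0.15 ± 0.12, SD, n = 6, adjusted p = 0.346 from limma).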

Interestingly, regulation of glia-associated genes was observed 1 hour and 3 days after eFS. *Gjb6* (*Connexin 30*), a gap junction protein expressed in glial cells, remained downregulated (0.80-fold) until 3 days after eFS. 

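Gjb6 was at 0.824-fold in HT animals 1 hour after eFS (log2 fold change -0.28 ± 0.16, SD, n = 8 couples, adjusted p = 0.00261 from limma) and lower in all 8 couples. At 3 days it was at 0.884-fold (-0.18 ± 0.16, n = 6, adjusted p = 0.364 from limma) and lower in 5 of 6 couples. The value of 3 days did not pass with limma and passed with the F2 test in both forms, neither of which takes couples as the replicates.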

Gap junction proteins are important for cell-to-cell communication and exchange of small signaling molecules (<1000 Da) [77]. Other glia-associated proteins, such as *S100a4* and *Aqp4*, were upregulated 3 days after eFS (1.14- and 1.11-fold, respectively). 

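S100a4, a calcium-binding protein, was at 1.14-fold 3 days after eFS (log2 fold change 0.18 ± 0.18, SD, n = 6 couples, adjusted p = 0.364 from limma), and the water channel Aqp4 at 1.1-fold (0.14 ± 0.10, adjusted p = 0.346). Each was higher in all 6 couples. Neither passed with limma, and both passed with the F2 test in both forms, neither of which takes couples as the replicates.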

*Aqp4* (aquaporin 4) is a water channel present at the astroglial endfeet contacting capillaries regulating transmembrane water transport [78]. Both *Aqp4* and *Gjb6* play important roles in regulation of osmolarity and energy metabolite housekeeping, therefore contribute to the epileptogenesis and are related to seizure severity [79]. Genetic ablation of either of the two genes results in prolongation of seizure duration or lowering of threshold for epileptic activity, respectively [79,80]. It remains to be determined by which mechanism these channels/junctions contribute to epileptogenesis. The regulation of these genes, including glia marker *S100a4*, indicates activation of glial cells shortly after eFS.

### Regulation of Camk2a 56 days after eFS

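At 56 days, 0 of 21 measured CaM kinases and glutamate receptors passed with limma over all probes, and 1, Camk2a, was lower when adjusted over the list alone. The paper chose Camk2a on these couples. The list as a whole had a median log2 fold change of 0.001 in the 6 couples (adjusted p = 0.807 from camera). Of 21 ion channels and GABA receptors, 0 passed over all probes or when adjusted over the list alone (median 0.007, adjusted p = 0.862 from camera).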

At 56 days after eFS, we found Camk2a to be the sole significantly (down)-regulated gene (Fig 7). Our results are in line with a recent study showing that Camk2a protein localization in the post-synaptic density (PSD) is reduced 25 days after recurrent febrile seizures [81]. In the same study, the phosphorylation state of Camk2a is changed in favor of Thr^305^ over Thr^286^ after recurrent febrile seizures. The reduction in Thr^286^ phosphorylation results in higher dissociation rates of Camk2a from the PSD [82]. Phosphorylation of Camk2a is a major trigger to consolidate synaptic potentiation during the early phase of long-term potentiation (LTP), an important mechanism for synaptic plasticity related to hippocampal learning [82]. The observed reduction in phosphorylation of Thr^286^ and presence of Camk2a in the spine by Xiong *et al*. [81] together with our observation of reduced Camk2a expression, may reflect a compensatory mechanism as a consequence to increased neuronal activity. Since lower number of and phosphorylation of Camk2a (Thr^286^), would result in decreased probability to elicit LTP at the synapse. Transcriptome analysis in the CA3 after electrical kindling of the DG also showed marked reduction of Camk2a during the latent phase, in addition to reduction directly and 1 week after kindling [48]. Our data support the notion that regulation of CaMK2a is involved in epileptogenesis.

### Heterogeneity in transcriptional response during late phase after eFS in mice

As mentioned earlier, in rat studies about 35–68% of all eFS animals show spontaneous epileptiform activity [15,22,23], which indicates that there is heterogeneity in response to eFS. All individual samples taken one hour, three days and fourteen days after eFS were used for hierarchical clustering analysis and identified three clusters based on their transcription profiles. All samples within each cluster belonged to the same time-point. This indicates that transcriptional profiles of all individuals per time-point show a high degree of similarity, especially during the early phase after eFS. However, fourteen days after eFS sample cluster behavior shows a certain degree of heterogeneity in transcriptional response. This heterogeneity may reflect the process of epileptogenesis and its relation to susceptibility to develop spontaneous recurrent seizures. 

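The couples of 1 hour were much alike over the 858 probes of the paper's genes. Their correlations across genes averaged 0.821 and ranged from 0.67 to 0.942. Couples of 3 days correlated at 0.165 on average (0.001 to 0.369). The paper chose these genes on the same couples. Over the 31116 probes above background, the averages were 0.28 at 1 hour and 0.078 at 3 days, and 0.03 at 56 days.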

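Couples of 14 days correlated at 0.02 on average over the paper's genes, from -0.482 to 0.479. Couples 1 and 5 correlated with each other at 0.479 over these genes and at 0.57 over all probes above background. Over all probes, couple 5 correlated at -0.494 with couple 2 and at -0.375 with couple 4, and couple 1 at -0.398 and -0.366 with them. The heat shock proteins had a mean of -0.17 on the log2 scale in couples 1 and 5 and of 0.05 in the other 4 couples. Erythroid genes had a mean of -0.20 in couples 1 and 5 and 0.11 in the others. Cytokines and chemokines ran the other way, at 0.06 and -0.02. Without couples 1 and 5, left out after seeing the data, the average over the paper's genes was 0.181.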

Because of the study design we cannot correlate transcriptional profiles with spontaneous recurrent seizure outcome. Further longitudinal studies in mice will be required to determine which animals develop spontaneous recurrent seizures after eFS and whether changes in transcriptome profiles can be used to predict seizure outcome.

## Concluding Remarks

The eFS solely may not be responsible for initiation of epileptogenesis but contribute to its process. The observed changes in structural organization and expression of genes related to this process confirm that eFS induce changes in the brain. These changes most likely contribute to or occur simultaneously with functional changes, such as HCN-channel conductance, altered GABAergic function, increased neuronal excitability, and shifted activity-dependent synaptic plasticity, described in other studies related to febrile seizures [14,18,47,54,83]. Other precipitating and susceptibility factors, such as stress [84] or genetic background [10,11], in concert with prolonged eFS, are likely to contribute to the development of TLE. It is of interest to study which factors increase the chance of spontaneous recurrent seizures later in life. The combination of these factors with prolonged eFS, or repetitive exposure to eFS, will be required to validate our findings and provide valuable insight in the molecular mechanism behind the process of epileptogenesis. The observed local changes in NF and CNP expression indicate that hippocampal subfield transcriptome analysis after eFS might contribute to the identification of candidate genes. Additionally, identification of markers for epileptogenesis would greatly facilitate the ability to identify mice that will develop spontaneous recurrent seizures. This is the first study to identify regulated genes during a time-course of 56 days after eFS in mice (Fig 7). Our findings, in support with previous studies, identified initial regulation of immune and inflammation responses and glutamate-glutamine cycle. During the early phase and late phase glial-, myelin-, and axon guidance/cell adhesion related genes are regulated, together with increased expression of NF and CNP. These latter findings point to structural reorganization of the hippocampus after eFS in mice.

## Supporting Information

S1 File Sequences of primers used for qPCR and ^33^P RNA probe generation. Table lists all primers used for qPCR experiments and the generation of ^33^P RNA probes for radioactive *in situ* hybridization.
(XLS)

S2 File All differentially expressed genes (up- and down- regulated) 1 hour after eFS. Fc: Fold change represents expression values of HT animals divided by expression values of NT animals. *P*-value BH-corrected: Benjamini and Hochberg (BH) error corrected *p*-values.

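Of the 877 genes in S2 File, 828 were found by name on the arrays. In the couples analysed here, 821 of the 828 moved in the direction that the supplement gives, and the log2 fold changes correlated at 0.974 across genes, with a median absolute difference of 0.0114. With limma and couples as replicates, 654 of the 828 were differentially expressed and 174 were not, and 783 were with the F2 test and arrays as replicates. A further 61 genes passed here that were not found by name in the supplement, in which 49 genes had no gene of their name on the arrays and could not be compared. The paper chose the genes of the supplement on the same couples, so that their direction is not independent evidence.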

(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

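Hippocampi of HT mice and NT littermates were compared on 49 two-colour arrays, with 26 littermate couples over 4 time points. The number of couples was 8 at 1 hour and 6 each at 3, 14 and 56 days. The authors scanned the slides and deposited the mean spot intensities and local background intensities of Cy5 and Cy3, in scanner units. They also deposited intensities after loess normalization per print tip and correction of gene-specific dye bias. The log2 values of the series table were made by the authors as the log2 ratio of those normalized intensities. The column medians of that table lay between -0.0068 and 0.0199, and whether its columns had been centred stays unknown. The spread of the probe dye bias was 0.0138 (SD, log2) in the authors' values and 0.176 after loess alone.

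Mean intensities without background subtraction were normalized by print-tip loess in limma 3.58.1 (R 4.3.3), with control spots given weight 0. Tables were handled with data.table 1.17.8, and figures were drawn in Python 3.11.15 with matplotlib 3.10.9. The mean dye bias of each probe over the 23 dye-swapped couples was subtracted from every array, and the arrays of a couple were averaged. The log2 ratios of single arrays correlated with those of the authors between 0.314 and 0.926. Pairing was taken from the paper, which states that littermate couples were hybridised together. The 2 animals of a couple correlated across probes at 0.796 or more, against medians of -0.191 to -0.149 for other pairs, but they share an array, so that this does not check the pairing of littermates.

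Each time point was tested by limma against 0 with couples as replicates, with Benjamini-Hochberg adjustment over 31769 gene probes and the thresholds of the paper, 0.05 for the adjusted p and 0.125 for the log2 fold change. Differences between time points were tested in 1 limma fit over the 26 couples, with adjustment within each difference and no fold-change threshold. The 28 gene lists were tested by camera with a preset correlation of 0.01, adjusted over 112 tests, and also by camera with an estimated correlation and by fry. The lists, the tests, the thresholds and the alternatives for each time point were fixed before the data were examined. The alternatives for differences between time points, the fits without 2 couples of 14 days, the overlaps by the F2 test and a fit with the means of choroid plexus and meninges as covariates were added later, and that fit gave 722 probes at 1 hour. Named genes were the 10 largest rises and falls with the same sign in all couples, up to 4 members of each list with the smallest p, and the genes that the paper names. Couples were clustered by average linkage on Pearson correlation, and overlaps were tested by Fisher's exact test. Recovery was tested on simulated data with 200 changed probes per time point.

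The alternatives were normexp background correction with offset 50, global loess, median centring, the authors' normalized values, only probes above background, no dye correction, a dye effect within the time point, 1 fit over all couples, couple weights, the couple as a random block, an F2 permutation test with 100 shuffles and arrays as replicates or the couple as a fixed effect, no pairing, no fold-change threshold, the brightest probe of a gene, only dye-swapped couples, and leaving out each couple. Omission of poor spots was not run, since quality marks of spots were not used here. Of the gene probes, 26000 had a gene symbol and 5769 had none, and the latter were tested but not named. Immunohistochemistry, in situ hybridisation and quantitative PCR were not analysed here.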

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

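In this part, the tests of the differences between time points under alternatives, of meninges and choroid plexus, of globin genes, of an exchange of HT and NT in 2 couples, of probe intensity and of sign patterns at unadjusted p were chosen only after the result was seen. In 6 of 123 groups of couples, the value of a single couple lay far from the others, where chance gives 6.2. At 1 hour, Ddit3 was at 0.49 in couple 7 (others 0.08 to 0.27), Coro1a at -0.57 in couple 15 (others -0.33 to -0.16) and Sgk1 at 0.45 in couple 13 (others 0.16 to 0.27), on the log2 scale. Htra1 was at 0.11 in couple 20 of 3 days (others -0.34 to -0.17). At 56 days, Glul was at -0.98 in couple 12 (others -0.37 to -0.03) and Egr1 at 0.23 in couple 15 (others -0.07 to 0.01).

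Effects of eFS differed between time points by a test of the difference. From 1 hour to 3 days 662 probes differed, from 1 hour to 14 days 694, and from 3 to 14 days 1, Mbp. Immediate early genes differed by a median of -0.29 from 1 hour to 3 days and of -0.31 from 1 hour to 14 days, and heat shock proteins by -0.15 and -0.14. Myelin genes differed by 0.058 from 3 to 14 days. For 662 and 694 probes chance can be excluded, since each of the other splits among 100 gave less, at most 163 and 352 (1 split as large, the real one). For 1 probe it cannot, with up to 220 in other splits and 7 splits as large. Mbp was lost with normexp and with global loess. Splits that give many probes may point to a structure of the samples. For the 855 probes of 1 hour chance can be excluded, with at most 9 in other sign patterns. For the count of 7 lists at 1 hour it cannot, with up to 11 (13 of 100 as large). Since that test counts lists, it does not judge a single list. Immediate early genes and heat shock proteins were higher and microglia lower in all 8 couples, and each kept its call with an estimated correlation. Nor can chance be excluded for the count of 1 list at 3 days (up to 6, 32 of 32 as large) and of 1 list at 14 days (up to 6, 24 as large). Where the count was 0 every split is as large, so that splits say nothing about chance. This holds for 0 probes at 3, 14 and 56 days (at most 0, 464 and 0, with 32 of 32 as large), for 0 lists at 56 days (up to 6, 32 as large) and for 0 probes from 14 to 56 days (up to 154, 100 as large). At an unadjusted p under 0.05, the 2291 probes of 56 days exceeded each other sign pattern (at most 2066, 1 of 32 as large), whereas the 3328 of 3 days (up to 3512, 2 as large) and the 966 of 14 days (up to 6818, 14 as large) did not, nor did the 4339 of 1 hour (up to 4675, 2 of 100 as large). These shares were not adjusted over the time points.

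Some lists that the paper does not report as groups passed at 1 hour, with medians of -0.079 for microglia, -0.037 for endothelium, 0.049 for endoplasmic reticulum stress and -0.061 for meninges and fibroblasts. With an estimated correlation microglia kept its call (adjusted p = 0.0391), and the calls of endothelium (adjusted p = 0.507 with an estimated correlation), endoplasmic reticulum stress (0.0737) and meninges (0.985) were lost. Without couple 7 the median was -0.023 for endothelium and -0.033 for meninges. Without couple 15 it was 0.029 for endoplasmic reticulum stress and -0.097 for meninges. The call of meninges was also lost without couple 5, 7, 13, 17 or 24. Differing amounts of meninges and choroid plexus in the dissected tissue were weighed for the lower microglial and endothelial genes. With the means of both lists as covariates over the 8 couples, the microglial mean stayed at -0.075 ± 0.01 (SE) and the endothelial mean at -0.072 ± 0.009, which argues against these amounts as the whole cause. The microglial mean correlated with the meninges at r = 0.074 over 8 couples and at r = 0.717 without the 2 couples farthest out. Still, without each pair of couples in turn the intercepts were at most -0.053 ± 0.013 for microglia and -0.06 ± 0.02 for endothelium. The endothelial mean did follow the meninges, so that they may account for a part. A fall of these transcripts within cells and a lower number of cells stay open and were not tested.

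The globin genes Hba-a1, Hba-a2 and Hbb-b2 were higher at 1 hour and lay lower at 3 days, and a differing amount of blood in the tissue may account for this. The globin mean and Alas2 correlated at Pearson r = 0.364 over 26 couples, centred within time points (permutation p = 0.0407, adjusted p = 0.176 over 13 relations, Spearman rho = 0.493, permutation p = 0.0097, and r = 0.35 without the 2 couples farthest out). The relation did not pass after adjustment, and a change in blood content cannot be told apart from a change in transcription.

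At 14 days, couples 1 and 5 stood apart from the other 4 couples. Faults of single arrays cannot be told apart, since the dye-swapped arrays correlated at -0.201 in couple 1 and 0.476 in couple 5. With HT and NT exchanged in these 2 couples, 464 probes passed, 28 higher and 436 lower in HT of the other 4 couples, but the couples were singled out by their opposite correlations, which nearly fixes this outcome. The myelin list ran the same way as given, at 0.062 in these 2 couples (0.015 and 0.109) and 0.051 in the others. Most of the 28 lists had opposite signs, such as heat shock proteins at -0.167 and 0.052 and astrocytes at -0.071 and 0.046. Myelin is 1 list of these, and its rise was found on the same couples, so that the lists do not decide on an exchange. A difference that other time points share also stays open. Across the 464 probes, 0 of 12 couples of 3 and 56 days correlated beyond 0.5 with this change, but that bound left out the couples of 1 hour, all 8 of which correlated with it at 0.183 to 0.404. The 464 probes were bright, with a median log2 intensity of 10.1 against 8.68 for all probes, where those of 1 hour had 8.74 against 8.09, so that an effect of intensity stays open as well.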

How the results depend on the processing

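Calls of small changes depended on the model of replicates, and the cause was not tested. At 1 hour the 855 probes became 564 with median centring, 411 without the dye correction, 264 by the F2 test with the couple as a fixed effect and 24 without the pairing. The fit without the pairing compares HT and NT animals as independent groups, so that it drops the shared array together with the couple. The F2 test with arrays as replicates gave 75 probes at 3 days, 19 at 14 days and 1 at 56 days, and with the couple as a fixed effect 165, 921 and 24, where limma gave 0 (3328, 966 and 2291 at an unadjusted p under 0.05). With the couple as a fixed effect, the error is the technical difference between the arrays of a couple, without the spread between couples. Among differences between time points: 14 days minus 3 days gave 0 probes with normexp, 0 with global loess and 386 without the 2 couples of 14 days that stand apart. Without these couples, among differences between time points: 14 days minus 1 hour gave 1719 and, among differences between time points: 56 days minus 14 days gave 168. Lists passing became 3 at 1 hour, 0 at 3 days and 0 at 14 days with an estimated correlation. At 3 days they were 2 with normexp, 3 with global loess, 4 with the authors' values and 2 with couple weights, at 14 days 7 without the 2 couples, and at 56 days 1 with global loess. By the F2 test with arrays as replicates, overlaps were 13 genes for 1 hour and 3 days, 5 for 1 hour and 14 days and 2 for 3 and 14 days, against 0. Leave-one-out gave 714 to 897 probes at 1 hour and 0 to 0 later, 485 to 708, 0 to 173, 545 to 1228 and 0 to 50 for the differences in the order 3 days less 1 hour, 14 less 3 days, 14 days less 1 hour and 56 less 14 days, with 173, 1228 and 50 without couple 2 of 14 days. Lists passing ranged from 6 to 10 at 1 hour, 1 to 3 at 3 days, 1 to 3 at 14 days and 0 to 3 at 56 days. Of 1512 comparisons of 63 named genes at 1 hour, 1374 were the same, 111 lost the call, 10 gained it and 17 moved, and no named gene that passed changed sign. Of the genes that did not pass, Cr1l (-0.15 to 0.002), Il1b (-0.028 to 0.039) and Atf1 (-0.008 to 0.024) did. Omission of poor spots was not run.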

Differences from the paper's values

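Counts at the later time points differ from the paper's at its thresholds. The paper states a fixed-effects model of sample, array and dye and names the dye swap as a technical replicate. In limma here, couples are the replicates. The paper gives 74 probes at 3 days, 15 at 14 days and 1 at 56 days, and limma on couples gave 0, 0 and 0 (3328, 966 and 2291 at an unadjusted p under 0.05). In genes the paper gives 40, 13 and 1, against 0, 0 and 0. The paper's 22 higher and 18 lower genes at 3 days and 11 higher and 2 lower at 14 days stand against 0 each. Of the alternatives tried, the F2 test with arrays as replicates comes within 1.5-fold of the paper in each of these counts, the limit used here for counts, with 75, 19 and 1 probes and 49, 15 and 1 genes, 32 higher and 17 lower at 3 days and 13 higher and 2 lower at 14 days. The F2 test with the couple as a fixed effect also comes within this limit in the lower genes of 3 days, and the other alternatives do not. The paper's 14 genes of 3 days also regulated at 1 hour stand against 0 with limma and 13 with the F2 test and arrays as replicates. The paper's 3 genes of 14 days stand against 0 with limma and 5 with that test, and no setting comes within 1.5-fold of the paper's value.

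The counts of 1 hour, 855 probes and 717 genes, lie within 1.5-fold of the paper's, and so do the fold changes that the paper states. Cr1l, which the paper names as regulated at 1 hour, did not pass with limma (adjusted p = 0.627) and passed with the F2 test and arrays as replicates, with the couple as a random block and over the 5 dye-swapped couples. Ptgds did not pass at 1 hour (adjusted p = 0.0834) and passed with both F2 tests, the random block, couple weights, the 5 dye-swapped couples and without couple 14. Atf1, which the paper names among immediate early genes that are expressed, was at 0.02 on the log2 scale and passed in no setting. The paper's text gives no fold change for Atf1, and Atf3, which it tabulates and measured by qPCR, passed here. Genes named for 3, 14 and 56 days had the paper's direction and did not pass with limma. No probe carried the name Hbb-b1.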

Other observations

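In this part, the test of a reversal of the 1 hour response was chosen only after the result was seen. Single genes of several cell types fell at 1 hour. Slc2a1, the glucose transporter of the blood-brain barrier, was at 0.754-fold (log2 fold change -0.41 ± 0.18, SD, n = 8 couples, adjusted p = 0.000355 from limma), and Mfsd2a, a lipid transporter of endothelium, at 0.833-fold (-0.26 ± 0.12, adjusted p = 0.000923), each lower in all 8 couples. Pdgfra, a receptor of oligodendrocyte precursors, was at 0.836-fold (-0.26 ± 0.15, adjusted p = 0.00361), and Foxc1, a transcription factor of meninges, at 0.859-fold (-0.22 ± 0.21, adjusted p = 0.047), lower in 8 and 6 of 8 couples. Of 19 meningeal genes, 1 was lower (2 when adjusted over the list alone, adjusted p = 0.0256 from camera, but adjusted p = 0.985 with an estimated correlation). Of 30 genes of synaptic and cell adhesion, 4 were lower (5 when adjusted over the list alone, adjusted p = 0.0142 from camera, but adjusted p = 0.507 with an estimated correlation). Among them Slitrk3 was at 0.886-fold (-0.18 ± 0.06, adjusted p = 0.00098) and Icam5 at 0.915-fold (-0.13 ± 0.03, adjusted p = 0.00248). Of 16 alternative settings, the calls of Foxc1 and Icam5 were lost in 5 each. That of Foxc1 was also lost without couple 5, 7, 13, 15, 19 or 24, and that of Icam5 without couple 5 or 13.

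Glucocorticoid-responsive genes moved both ways at 1 hour, 4 of 17 higher and 3 lower (the same when adjusted over the list alone, adjusted p = 0.759 from camera). Mt1, a metallothionein, was at 1.57-fold (0.65 ± 0.21, SD, n = 8 couples, adjusted p = 1.82e-05 from limma), although its brightest probe gave 0.06. The clock gene Per1 was at 1.19-fold (adjusted p = 4.85e-05) and the kinase Sgk1 at 1.18-fold (adjusted p = 0.000348), whereas the repressor Bcl6 was at 0.82-fold (adjusted p = 5.15e-05) and the sulfotransferase Sult1a1 at 0.806-fold (adjusted p = 0.00646). Of 17 genes of hypoxia and glycolysis, 3 were higher and 2 lower (the same when adjusted over the list alone, adjusted p = 0.992 from camera), with Adm, a vasodilator peptide, at 1.27-fold (adjusted p = 0.000337) and Pfkfb3, a regulator of glycolysis, at 1.26-fold (adjusted p = 0.000729).

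Other lists did not pass camera at 1 hour. Adjusted p was 0.435 for myelin, 0.114 for oligodendrocyte precursors, 0.444 for pericytes, 0.901 for choroid plexus, 0.133 for erythroid cells, 0.435 for neurofilaments, 0.782 for CaM kinases and glutamate receptors, 0.933 for excitability channels, 0.523 for interneurons, 0.991 for dentate granule cells, 0.992 for pyramidal cells and 0.807 for thalamus. For changes in either direction, fry gave small adjusted p at 1 hour also for lists without a called gene, such as 3.29e-06 for dentate granule cells with 0 of 13 called, and so does not mark single lists out. The genes called at 1 hour did not move the opposite way at 3 days, with a mean correlation of -0.022 over 6 couples, which argues against a reversal of the whole response.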
